# Differential regulatory network-based quantification and prioritization of key genes underlying cancer drug resistance based on time-course RNA-seq data

**DOI:** 10.1371/journal.pcbi.1007435

**Published:** 2019-11-04

**Authors:** Jiajun Zhang, Wenbo Zhu, Qianliang Wang, Jiayu Gu, L. Frank Huang, Xiaoqiang Sun

## Abstract

Drug resistance is a major cause for the failure of cancer chemotherapy or targeted therapy. However, the molecular regulatory mechanisms controlling the dynamic evolvement of drug resistance remain poorly understood. Thus, it is important to develop methods for identifying key gene regulatory mechanisms of the resistance to specific drugs. In this study, we developed a data-driven computational framework, DryNetMC, using a differential regulatory network-based modeling and characterization strategy to quantify and prioritize key genes underlying cancer drug resistance. The DryNetMC does not only infer gene regulatory networks (GRNs) via an integrated approach, but also characterizes and quantifies dynamical network properties for measuring node importance. We used time-course RNA-seq data from glioma cells treated with dbcAMP (a cAMP activator) as a realistic case to reconstruct the GRNs for sensitive and resistant cells. Based on a novel node importance index that comprehensively quantifies network topology, network entropy and expression dynamics, the top ranked genes were verified to be predictive of the drug sensitivities of different glioma cell lines, in comparison with other existing methods. The proposed method provides a quantitative approach to gain insights into the dynamic adaptation and regulatory mechanisms of cancer drug resistance and sheds light on the design of novel biomarkers or targets for predicting or overcoming drug resistance.

## Author summary

Leveraging global gene expression patterns to study dynamical mechanisms of cancer drug resistance is an appealing yet challenging task for both experimental and computational biologists. In this study, we proposed a dynamic network-based computational method to prioritize the key genes responsible for cancer drug resistance, which is significantly innovative compared to the conventional differential expression method and co-expression network-based differential analysis. In addition, our method is verified to be more accurate compared with several state-of-the-art methods used for inferring GRNs. We applied our computational method to a set of time-course RNA-seq data of gliomas, and several novel predictions were verified by the additional gene expression/cellular response data or the clinical data. Our study provides a principled approach to gain insights into dynamic adaptation and regulatory network mechanisms of cancer drug resistance, and sheds lights on designing new biomarkers or targets for predicting or controlling drug resistance.

## Introduction

Drug resistance is often an inevitable event that limits the effectiveness of cancer chemotherapy or targeted therapy. Unraveling key genes and their regulatory mechanisms controlling the acquisition and development of drug resistance remains a challenging task. Therefore, it is important to develop systematic approaches for identifying key gene regulatory mechanisms underlying the resistance of cancer cells to specific drugs or therapeutics.

Our preliminary studies have established an experimental model for the glioma differentiation therapy with cAMP activators [1], which enables us to test the differential sensitivities of various glioma cell lines to the differentiation agents. In the presence of a cAMP activator (e.g., dbcAMP), glioma cells can differentiate into astroglia cells [2]. Importantly, different glioma cell lines show differential sensitivities to treatment with a cAMP activator [1]. An analysis of the morphological changes experienced by glioma cells demonstrated that some cell lines, but not others, differentiated, which indicates the existence and impact of drug resistance. However, the key regulators of resistance to drugs in glioma differentiation therapy remain unknown.

As a result, distinguishing cellular states between drug sensitivity and drug resistance at the molecular level is critical for the study of drug resistance. The conventional method involves the use of a set of differentially expressed genes to distinguish between drug sensitivity and resistance [3, 4], but this approach ignores the interactions between genes.

In recent years, network-based approaches [5–8] have been developed to identify important gene sets underlying drug resistance. However, most of the developed correlation network-based or undirected graph-based methods [9–14] and their applications [15, 16] do not consider the dynamic changes in gene expression and thus often ignore the regulatory directions or causal relationships between genes. In fact, the acquisition and development of cancer drug resistance are always dynamic processes characterized by temporal changes in gene expression. Therefore, a global expression data-based computational approach that utilizes gene interaction information and expression dynamics could be developed to model and characterize the gene regulatory networks (GRNs) underlying cancer drug resistance.

In this study, we developed a time-course RNA-seq data-driven dynamical network modeling and characterization method to quantify and prioritize key genes for predicting drug sensitivities and designing potential targets against drug resistance. The advances and novelty of our method include not only accurate reconstruction of GRNs via an integrated approach but also novel characterization and quantification of GRN properties for measuring and ranking node importance.

We used glioma differentiation therapy as a realistic case and time-course RNA-seq to investigate the temporal gene expression changes in sensitive and resistant cells. We then reconstructed GRNs for both sensitive cells and resistant cells and analyzed their difference in network topology, local network entropy and expression dynamics. We further designed a novel quantification method to prioritize the most important genes in the differential network that are responsible for drug resistance by considering the network topology, network entropy and adaptation dynamics. The clinical data verified that the top-ranked genes were associated with the targeted therapeutic response and prognosis of glioma patients. Furthermore, the *in vitro* experimental data were employed to validate the drug sensitivity prediction based on the similarity of the temporal patterns of the prioritized key genes. We compared our method with other methods including the conventional differential expression analysis and differential co-expression network–based method. The computational method developed in this study is generally applicable for the analysis of time-course RNA-seq data designed for studying drug resistance in many cancer types.

## Materials and methods

The computational pipeline for the time-course transcriptome-based modeling and characterization of the GRNs underlying drug resistance is illustrated in **Fig 1**. Below, we describe the details of each step.

**Fig 1:**
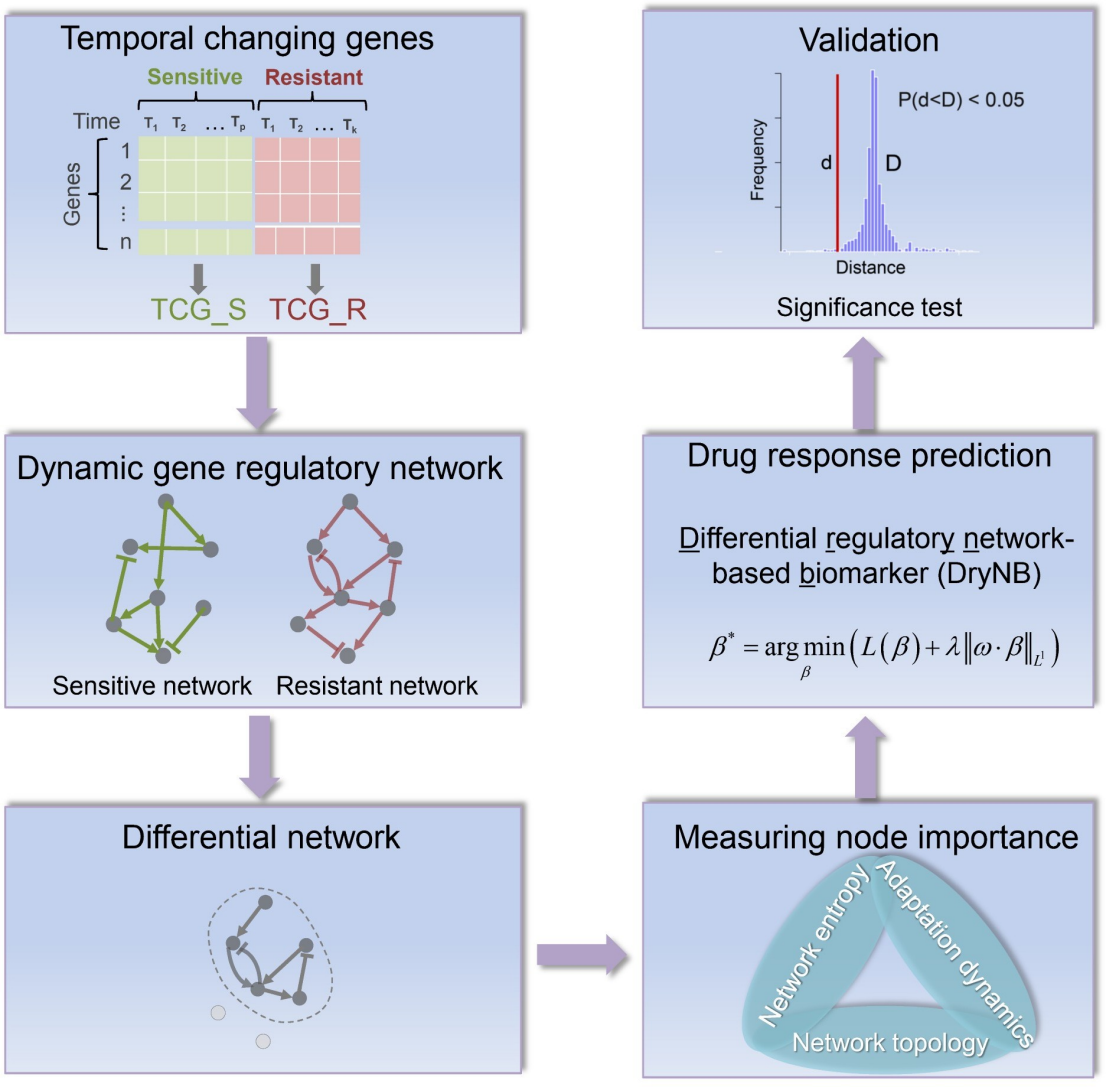
The computational method of DryNetMC (differential regulatory network-based modeling and characterization) developed to prioritize key genes responsible for drug resistance. (I) The TCGs were selected as core genes from time-course RNA-seq data of sensitive and resistant cells. (II) The dynamic GRNs for sensitive cells and resistant cells were reconstructed via an integrated approach that incorporates prior information, data interpolation, dynamic systems modeling and regularized regression methods. (III) Subsequently, a differential network was then extracted and its functional enrichment was performed. (IV) Moreover, the features of network topology, local entropy and adaptation dynamics were analyzed to measure the importance of each node in the differential network for prioritizing key genes responsible for drug resistance. (V) In addition, the above node importance measurement was incorporated into a differential regulatory network-based biomarker (DryNB) model for predicting drug response of clinical patients. (VI) Furthermore, experimental data and statistical significance test were used to validate the effectiveness of the key genes prioritized by DryNetMC.

### Identification of temporal changes in gene expression

The RNA-seq data for both sensitive cells and resistant cells were measured at *T*_1_, *T*_2_, …, and *T*_*K*_ following drug treatment. The raw RNA-seq reads were processed using a standard pipeline [17–20] (see details in **S1 Text**). Because gene expressions show temporal changes over time, we designed the following algorithm to globally select significant temporally changing genes (TCGs) by comparing expression levels between any two time points for a given gene. A given gene with expression level *u*_*k*_ (*k* = 0, 1, …, *K*) was defined as a significant TCG if the following criteria were satisfied:

- $\underset{k}{\max}(u_{k})\geq \zeta$;
- $\frac{u_{j}}{u_{k}}\geq \delta$ or $\frac{u_{j}}{u_{k}}\leq \frac{1}{\delta }$ for some *j* and *k*.

In other words, a given gene was defined as a TCG if the maximal expression level of the gene was greater than *ζ* and the fold change of its expression level between two time points was greater than *δ*. *ζ* and *δ* could be chosen according to the percentage or the number of the selected TCGs for further network construction. We empirically select the first hundreds of TCGs (~5%-10% genes of the whole transcriptome) for the following network modeling and visualization. As such, thresholds for *ζ* and *δ* can be set accordingly. In this study, *ζ* was set to 10 and *δ* was set to 5, as in our previous study [21].

### Data interpolation

Given that the total number of time points (i.e., *K*+1) of RNA-seq data in practice is often relatively small, we sampled more data points of the TCG expression data using a Hermit polynomial interpolation method [22]. The piecewise cubic Hermit interpolation polynomial *x*(*t*) was constructed to approximate the gene expression level *u*_*k*_ (*k* = 0, 1, …, *K*) on each subinterval [*T*_*i*_, *T*_*i*+1_] (*i =* 0, 1, …, *K*-1), such that *x*(*T*_*k*_) = *u*_*k*_ and the derivative of *x*(*t*) is continuous. The details of construction of piecewise cubic Hermit interpolation polynomial is provided in **S1 Text**. We chose this method because *x*(*t*) preserves the monotonicity, local extremum and nonnegativity of the expression data. We noted that other interpolation methods, such as polynomial spline or cubic spline, might result in unrealistic negative interpolated values and unexpected variations in gene expression. We then uniformly took *n* (for example, *n* = 100) points from *x*(*t*), denoting them as *x*(*t*_1_), *x*(*t*_2_), …*x*(*t*_*n*_).

### Modeling and reconstruction of the GRNs

We next inferred the causal relationship between each pair of nodes using time-series gene expression data from sensitive cells and resistant cells. We used a set of ordinary differential equations (ODEs) to model the dynamic gene-regulatory network as follows:

$$\frac{dx_{i}}{dt}=f_{i}\left(x_{1},x_{2},\cdots ,x_{L}\right),\;i=1,2,\cdots ,L$$ (1)

where *x*_*i*_(*t*) represents the continuous expression of gene *i* at time *t*, *L* is the number of nodes in the network. The function *f*_i_ can be linear, piece-wise linear or nonlinear. To reduce the model complexity, we assumed that

$$f_{i}(x_{1},x_{2},\cdots ,x_{L})=\sum_{j=1}^{L}e_{ij}a_{ij}x_{j}+b_{i},\;i=1,2,\cdots ,L$$ (2)

where *a*_*ij*_ is the interaction strength from *x*_*j*_ to *x*_*i*_, and *b*_*i*_ is a constant number accounting for the effects of degradation or self-activation. *e*_*ij*_ represents the prior information and association between gene *i* and gene *j* in an initial correlation network *G*(*V*, *E*) (see details in **S1 Text**).

We approximate $\frac{dx_{i}}{dt}\left(t_{k}\right)\approx \frac{x_{i}(t_{k+1})-x_{i}(t_{k})}{t_{k+1}-t_{k}}$ and denote $y_{i}(t_{k})=\frac{x_{i}(t_{k+1})-x_{i}(t_{k})}{t_{k+1}-t_{k}}$, where *t*_*k*+1_−*t*_*k*_ is sufficiently small (since *n* is chosen large enough as mentioned above). Therefore, the above continuous model (i.e., Eq (2)) can be rewritten as

$$y_{i}\approx \sum_{j=1}^{L}e_{ij}a_{ij}x_{j}+b_{i},\;i=1,2,\cdots ,L$$ (3)

We then denote *Y* = (*Y*_*i*,*k*_)_*L*×*K*_ = (*y*_*i*_(*t*_*k*_))_*L*×*K*_, *X* = (*X*_*j*,*k*_)_*L*×*K*_ = (*x*_*j*_(*t*_*k*_))_*L*×*K*_, *E* = (*e*_*ij*_)_*L*×*L*_, *A* = (*a*_*ij*_)_*L*×*L*_, and *B* = *diag*(*b*_*i*_). Eq (3) can be transformed into the following linear regression problem:

Y=(E∘A)X+B+ε (4)

where *ε* = (*ε*_1_,*ε*_2_,⋯,*ε*_*L*_)^*T*^ is the error term. *ε*_1_, *ε*_2_, ⋯, *ε*_*L*_ are mutually independent normal random variables with means 0, 0, ⋯, 0 and variances *σ*_1_, *σ*_2_, ⋯, *σ*_*L*_, respectively. Note that *E*∘*A* represents the Hadamard product of *E* and *A*.

We then estimated the model parameters, i.e., gene interaction matrix *A* and *B*, by fitting the model to the experimental data (*X*^*exp*^ and *Y*^*exp*^) using a regularized regression method (e.g., LASSO [23]) as follows:

$$\underset{A,B}{\min}\left({\left\|Y_{i,\cdot }{}^{exp}-{\left(E\circ A\right)}_{i,\cdot }X^{\exp}-B_{i,\cdot }\right\|}_{L^{2}}^{2}+\lambda_{i}{\left\|A_{i,\cdot }\right\|}_{L^{1}}^{}\right),\;i=1,2,\cdots ,L$$ (5)

where *λ*_*i*_ is the penalty weight. Ten-fold cross validation was performed to select the optimal value of *λ*_*i*_ that minimizes the mean cross-validated errors. The regression coefficients at the optimal penalty weight were computed as parameter estimations. The above regularized regression model was solved using the R package "glmnet" [24].

To determine whether an edge in the GRN model is redundant, we examined the impact of removing an edge on the model fitting result. We defined a strength threshold, *θ*, to select the significant edges in the network, i.e., the edge from gene *j* to *i* was preserved if |*a*_*ij*_|≥*θ* and was deleted if |*a*_*ij*_|<*θ*. The Bayesian information criterion (BIC) was employed to quantify the trade-off between the goodness-of-fit and the complexity of the network model. For a network with *p* nonzero edges fitted to the experimental data with *N* (= *L*×*K*) samples, the BIC was calculated as follows [25]:

$$BIC=N\cdot \log\left(\frac{1}{N}{\left\|Y^{\exp}-\left(E\circ A\right)X^{\exp}-B\right\|}_{L^{2}}^{2}\right)+p\cdot \log\left(N\right)$$ (6)

Given a series of *θ* and thus different edge numbers, the lowest BIC identifies preferred model that possesses both good predictive power and network simplicity.

### Differential network analysis

*G*(V*, *E*^*S*^) and *G*(V*, *E*^*R*^) denote the sensitive and resistant networks derived from the above method, respectively. We then defined a differential network between the resistant (*E*^*R*^) and sensitive (*E*^*S*^) networks as *D* = *G*(V*, *E*^*R*^*/E*^*S*^), and $({\hat{a}}_{ij}{)}_{m\times n}$ denotes the regulatory coefficient matrix of the differential network. The networks were visualized using the DyNet app in Cytoscape [26].

The genes in the differential network were inputted into the Gene Ontology (GO) knowledgebase (http://www.geneontology.org/) [27] for functional pathway enrichment analysis, and the significantly enriched biological processes were extracted. Gene annotation was performed using the GeneCards database (http://www.genecards.org/) [28].

### Measurement of node importance

We subsequently sought to measure the importance of each node in the differential network by considering the network topology, interaction strengths and gene expression dynamics. We defined the hub score, local network entropy and adaptation score for each node as follows and then integrated these values into a single comprehensive index.

#### (1) *Hub score*

We first considered the network topology and defined a hub score for each node in the differential network *D* to estimate the value of its links to other nodes. $\tilde{A}$ is the adjacent matrix of *D*, and we subjected $\tilde{A}$ to singular value decomposition. We calculated the principal eigenvector of *AA*^*T*^ and denoted it *H =* (*h*_*1*_, *h*_*2*_, …, *h*_*L*_). The hub score of node *i* was defined as *h*_*i*_.

#### (2) *Local network entropy*

By viewing the GRN as a random walk of information flow [29], we defined local network entropy to quantify the degree of randomness in the local pattern of information flux around each node. Based on the interaction matrix *A* = (*a*_*ij*_)_*L×L*_, the entropy of node *i* in the GRN was defined as follows:

$$S_{i}=-\sum_{j\in N(i)}p_{ij}\;\log_{2}(p_{ij})$$ (7)

where $p_{ij}=\left|a_{ij}\right|/\sum_{j=1}^{N(i)}\left|a_{ij}\right|$ and *N*(*i*) is the set of all neighborhood of node *i*. Higher entropy indicates that the gene network is more robust with respect to the perturbations. The entropy change score for the genes in the differential network was defined as

$$\Delta S_{i}=S_{i}^{R}-S_{i}^{S}$$ (8)

where $S_{i}^{S}$ and $S_{i}^{R}$ denote the entropy of gene *i* in the sensitive and resistant networks, respectively.

#### (3) *Adaptation score*

We calculated the relative response of each gene by measuring the dynamic change in gene expression as follows:

$$R_{i}=\frac{x_{i}(T)-x_{i}(0)}{x_{i}(0)}$$ (9)

where *T* was 48 hr in our experiment. To quantify the adaptation dynamics of each gene in the differential network, we defined the following adaptation score:

$$D_{i}=\frac{x_{i}^{R}(T)-x_{i}^{R}(0)}{x_{i}^{R}(0)}/\frac{x_{i}^{S}(T)-x_{i}^{S}(0)}{x_{i}^{S}(0)}$$ (10)

where $x_{i}^{S}(t)$ and $x_{i}^{R}(t)$ represent the dynamic expression levels of gene *i* in the sensitive and resistant networks, respectively. If gene *i* presented a more adaptive response to the drug treatment in the resistant cells than in the sensitive cells, a high adaptation score was obtained.

We ranked the hub score (*H*), entropy (*S*) and adaptation score (*D*) and denoted their rank values (dimensionless) for each node as $r_{i}^{H},\;r_{i}^{S}$ and $r_{i}^{D}$, respectively. We then defined an importance score (*I*_*i*_) for each node as the normalized rank sum of these values:

$$I_{i}=\frac{r_{i}^{H}+r_{i}^{S}+r_{i}^{D}}{\sum_{i=1}^{L}\left(r_{i}^{H}+r_{i}^{S}+r_{i}^{D}\right)}$$ (11)

The rankings of the importance score were used to prioritize key genes responsible for the drug resistance.

### Assessment of clinical relevance of the top ranked genes

We hypothesized that the top ranked genes according to the above-described node importance score were clinically relevant to the response of glioma patients to targeted therapeutics. Therefore, we collected related clinical data and defined a differential regulatory network-based biomarker (DryNB) to select the genes with the most clinical relevance (see **S1 Text**). The DryNB incorporated the node importance measurement (Eq (11)) as a penalty weight in a logistic regression model. A drug-sensitivity score was formulated to predict the response of glioma patients to the targeted therapies based on the expression levels of selected genes. The TCGA samples of glioma patients who received targeted therapy (N = 289) were randomly divided into training and test subdatasets, and the areas under the ROC curves (AUCs) were computed. In addition, the association of the prioritized genes with the survival of glioma patients (N = 610) was assessed through K-M analysis based on the Cox model [30].

### Experimental validation

The temporal expression profiles of the prioritized genes were validated by performing qPCR experiments (**S2 Text**), and their differential expression between normal and tumor tissues was assessed using the patient data. Additional RNA-seq data from another glioma cell line, U87MG, was obtained in this study to test the responses of these cells to dbcAMP treatment, verified by morphological changes of U87MG cells [1].

## Results

### Distinct temporal gene expression patterns of sensitive and resistant cells

Our experimental data (**S1 Fig**) demonstrated that two glioma cell lines, DBTRG-05MG and LN-18 cells, showed differential sensitivities to treatment with dbcAMP, an activator of cAMP. In the following text, we refer to DBTRG-05MG and LN-18 cells as sensitive and resistant cells, respectively. The RNA-seq data for both sensitive cells and resistant cells were measured at 0, 6, 12, 24 and 48 hr following drug treatment. 

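DBTRG-05MG and LN-18 are established human glioblastoma cell lines, and dbcAMP (dibutyryl cAMP) is a cell-permeable analogue of cAMP that activates protein kinase A. RNA-seq of the 2 lines gave 10 libraries, 1 for each line and time. No value has a replicate check, no p-value was computed across genes, and every comparison below is one of sizes between single libraries. The submitters' labels give 1 mM dbcAMP for every library, those at 0 hr included, which the paper treats as untreated, and the description of the series gives 1 mol/L and 3 days. Untreated cultures kept for 6 to 48 hr were not analysed here. The paper's supplement gives a different culture medium for each line, so that comparisons between lines are also comparisons between media. The paper's supplement describes trimming of the reads, mapping with TopHat and expression levels from HTSeq, whereas the submitters' processing notes name HISAT, Bowtie2, RSEM and the hg38 genome, and which of these made the deposited values is not given in the sources used here. The deposited table holds 20379 genes with 1 value per library, and its column names carry the initial of a line and a number from 1 to 5, read here as the 5 labelled times in order. Its values have the form of RPKM (reads scaled by the length of the gene and by the reads of the library). For 100% of the genes, the values of all libraries were whole multiples of the value of 1 read, within 0.02 reads. The gene length implied by the value of 1 read had a Spearman correlation of 0.77 with the longest annotated transcript across 11296 genes, which are not independent replicates. The value 0.002 stands in place of 0, and such genes are described as listed at 0. The recovered reads numbered 8870810, 9109451, 9876568, 9273724 and 9469518 at 0, 6, 12, 24 and 48 hr in the sensitive cells (median 9273724) and 9778903, 9560973, 9461199, 9976755 and 10012742 in the resistant cells (median 9778903). A fold is the ratio of the deposited values at 2 times, and its exact 95% interval comes from the recovered reads of both libraries and covers counting error only. Log2 changes are on the log2(RPKM + 1) scale, which understates the change of low genes. The median log2 change of a gene list is given with its percentile among 10000 random lists of the same size matched on mean expression, as a description of these libraries.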

The first time point (i.e., 0 hr) corresponds to no treatment condition.

A principal component analysis (PCA) of the temporal expression of all the genes in the sensitive and resistant cells (**Fig 2A and 2B**) demonstrated that these showed different phenotypic trajectories. 

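In the sensitive cells, many of the largest changes were still growing at 48 hr. PRND, which encodes the prion-like protein doppel, stood at 0.623 RPKM at 0 hr and 46.6 at 48 hr (74.9-fold higher, 49.3 to 119.8), and SLC18A1, a vesicular monoamine transporter, at 0.534 and 39.1 (73.3-fold higher, 43.5 to 134.6). CHRNA9, a nicotinic acetylcholine receptor subunit, was 24.9-fold higher (19.3 to 32.7) and STC1, a secreted glycoprotein hormone, 10.1-fold higher (9.67 to 10.5). ANKRD1, a target of the YAP and TAZ coactivators, was 14.5-fold lower (12.4 to 17.0), and THBS1, the matrix glycoprotein thrombospondin, was 7.84-fold lower (7.46 to 8.23). MMP3, a matrix metalloproteinase, in the resistant cells was 3.52 at 0 hr, 38.0 at 6 hr and 7.43 at 48 hr. RGS18, a regulator of G protein signalling, was 40.9 at 0 hr, 4.44 at 6 hr and 18.1 at 24 hr, and ended 8.61-fold lower (7.01 to 10.7). At least 2-fold from 0 hr were 104, 303, 373 and 794 of 6975 genes at 6, 12, 24 and 48 hr in the sensitive cells, and 481, 429, 104 and 120 of 6855 genes in the resistant cells, counting genes whose highest value in the line was at least 10. The genes at 48 hr were 360 higher and 434 lower in the sensitive cells (251 higher and 122 lower at 24 hr) and 31 higher and 89 lower in the resistant cells. Without that minimum they were 688 higher and 707 lower in the sensitive cells and 118 higher and 299 lower in the resistant cells. The Euclidean distance from 0 hr over all genes was 48.0, 58.5, 61.3 and 75.5 at 6, 12, 24 and 48 hr in the sensitive cells and 69.7, 65.9, 50.9 and 47.8 in the resistant cells. The first principal component held 53.4% of the variance in the sensitive cells and ran from -25.5 at 0 hr to 44.4 at 48 hr. That of the resistant cells held 53.8% and ran from -30.9 at 0 hr to 33.1 at 6 hr and back to -25.6 at 48 hr.

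**Figure D1:**
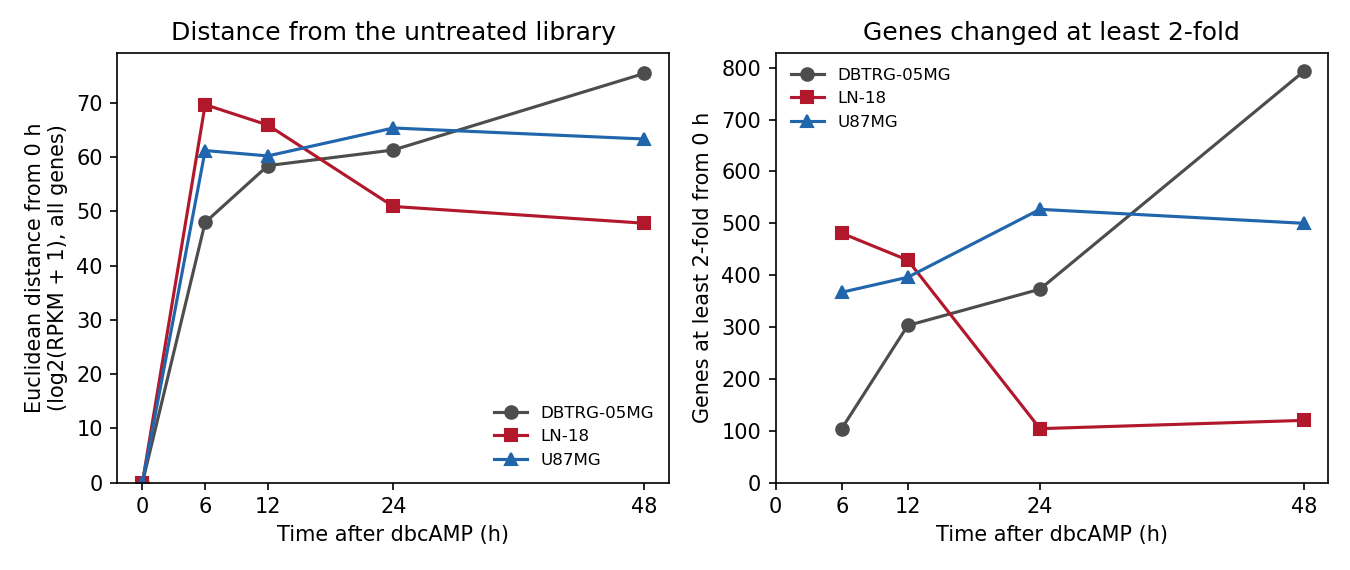
Left, Euclidean distance of each library from the 0 hr library of its line over all genes, in log2(RPKM + 1) units, against time after dbcAMP in hours; right, number of genes at least 2-fold from 0 hr whose highest value in the line was at least 10 RPKM. Each point is 1 library of DBTRG-05MG (gray circles), LN-18 (red squares) or U87MG (blue triangles). The distance of DBTRG-05MG is largest at 48 hr (75.5), that of LN-18 at 6 hr (69.7), and U87MG, a line used for testing, stays between 60.3 and 65.4.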

The cellular states of sensitive cells changed over time and went far from their starting point, whereas the resistant cells first moved away and then returned closer to the starting point. This result suggested that the resistant cells show a dynamic adaptive response under dbcAMP treatment.

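Several cytokine genes and TNFAIP3 were high early in the resistant cells and near or below their starting level at 48 hr. IL8, a neutrophil chemokine, was 13.9 at 0 hr, 258 at 6 hr and 12.6 at 48 hr, and TNFAIP3, an inhibitor of NF-kB signalling, was 15.7, 53.9 and 7.74. Over the list of cytokines and chemokines, 8 of 17 measured members were at least 2-fold higher at 6 hr and 1 at 48 hr (CSF2, a growth factor of myeloid cells, 2.78-fold higher), with a median log2 change of 0.61 at 6 hr and -0.13 at 48 hr. EGR1, an immediate early transcription factor, was 3.95 at 0 hr, 111 at 6 hr and 14.7 at 48 hr. Targets of cAMP and its transcription factor CREB did not stop at their starting level. Their list had in the resistant cells a median log2 change of 0.31 at 6 hr (6 of 19 members at least 2-fold higher, 1 lower) and of -0.61 at 48 hr (1 higher, 5 lower; percentile 0). NR4A1, a nuclear receptor, was 12.2, 22.8 and 2.65 at 0, 6 and 48 hr there. In the sensitive cells the same list had medians of 1.38 at 6 hr and 0.95 at 48 hr (percentile 100), and 9 members were at least 2-fold higher at 48 hr. Of the 263 genes at least 2-fold higher at 6 hr in the resistant cells, 11 were so at 48 hr (4.18%, exact binomial interval 2.11 to 7.36), and of the 218 lower ones 31 (14.2%, 9.87 to 19.6). In the sensitive cells it was 45 of 80 higher genes (56.3%, 44.7 to 67.3) and 5 of 24 lower genes (20.8%, 7.13 to 42.2). These comparisons share the 0 hr library, and reads redrawn without any change gave overlaps of at most 3 higher and 5 lower genes in the resistant cells and at most 3 in each direction in the sensitive cells. The redrawn reads hold counting error only and call few genes, so that their overlaps were bound to be small. They cannot tell whether a 0 hr library that stands apart for another reason adds to the shared genes. Independent lists would share 1.19 higher and 2.83 lower genes in the resistant cells and 4.13 and 1.49 in the sensitive cells. From the path of the resistant cells in the PCA, away from their starting point and back towards it, the paper proposes that they adapt to dbcAMP, while the sensitive cells move on from theirs.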

**Fig 2:**
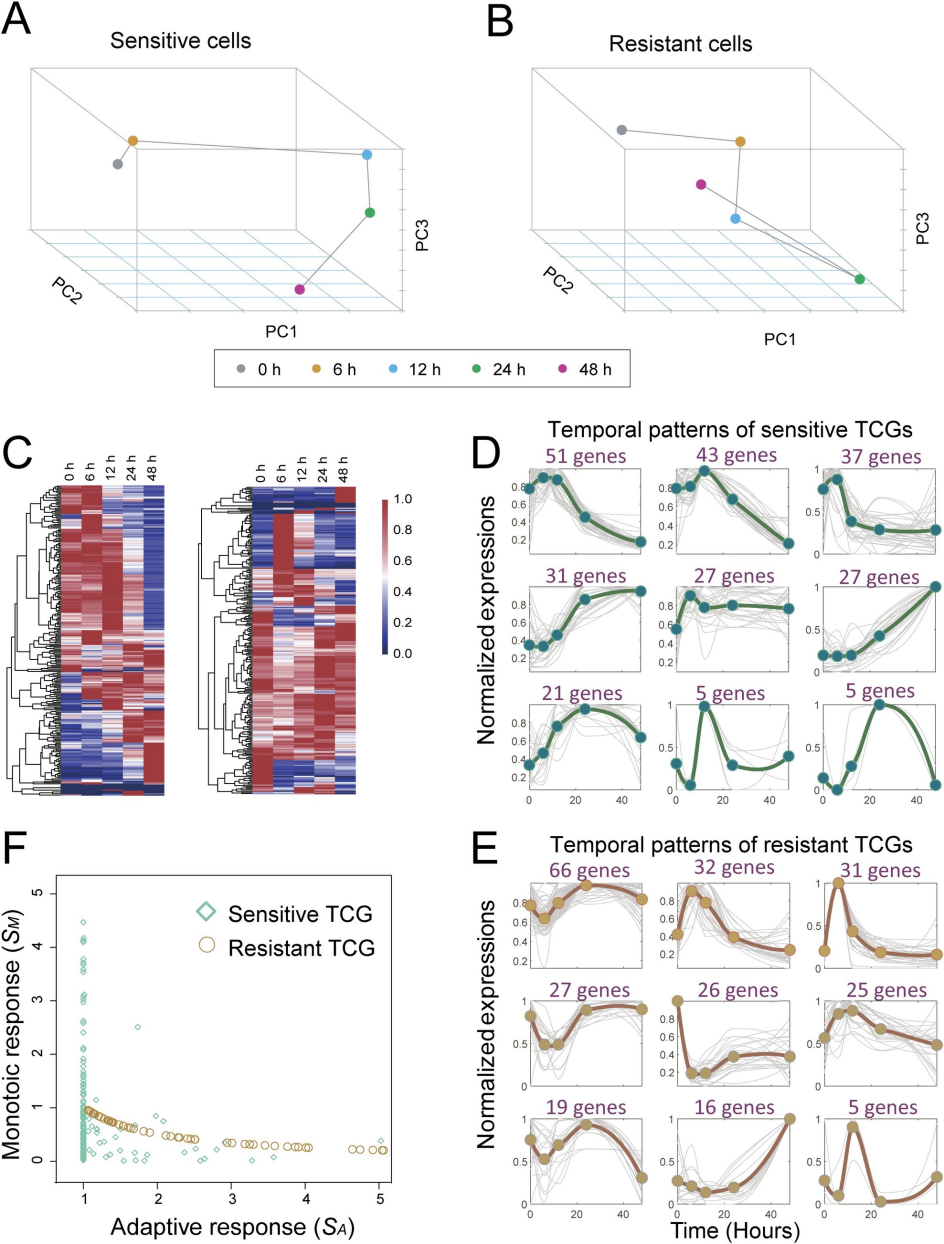
Distinct temporal gene expression profiles and patterns of dbcAMP-sensitive and dbcAMP-resistant glioma cells. (**A-B**) Principal component analysis of RNA-seq transcriptomic data from the sensitive and resistant cells. The resistant cells showed an adaptive response, whereas the sensitive cells did not show this type of response. (**C**) Heat maps showing the distinct expression profiles of temporal changing genes (TCGs) in the sensitive (left panel) and resistant cells (right panel). (**D-E**) Clustering of the dynamic trends of the TCGs in the sensitive and resistant cells. The TCG profiles were divided into nine clusters. Most TCGs in the sensitive cells showed monotonic (increasing or decreasing) patterns (D), whereas most TCGs in the resistant cells exhibited adaptive dynamics (E). (**F**) Scatter plot showing scores for monotonic response (*S*_*A*_) and adaptive response (*S*_*M*_) of TCGs in the sensitive cells and resistant cells, respectively. The TCGs in the resistant cells tended to have a higher adaptive response score but a lower monotonic response score compared to the TCGs in the resistant cells. The assessment of statistical significance was given in S2C and S2D Fig.

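IL11 and IL6, cytokines that signal through gp130, met the criteria for a TCG in both lines. IL11 was 8.82 RPKM at 0 hr, 269.9 at 6 hr and 46.9 at 48 hr in the sensitive cells and 26.9, 201 and 7.73 in the resistant cells. DUSP1, a phosphatase of MAP kinases, was 12.6, 133 and 82.1 in the sensitive cells and 42.6, 93.5 and 10.8 in the resistant cells. CD55, an inhibitor of complement, was 9.25-fold higher at 48 hr in the sensitive cells (8.30 to 10.4), whereas in the resistant cells it was 40.4 at 0 hr, 138 at 12 hr and 22.1 at 48 hr. TCGs of the sensitive cells alone included GDF15, a stress-induced cytokine (6.33-fold higher at 48 hr, 6.12 to 6.55), and EXO1, an exonuclease of DNA repair (8.42-fold lower, 6.12 to 11.8). TCGs of the resistant cells alone included FOSL1, a subunit of AP-1, with 66.2 at 0 hr, 446 at 6 hr and 154.5 at 48 hr, and PTGS2, the inducible cyclooxygenase, which was 10.6-fold lower at 48 hr (9.18 to 12.3). With a highest value of at least 10 and a fold change of at least 5 between any 2 times, 167 genes were TCGs in the sensitive cells, 103 in the resistant cells, 256 in at least 1 of the lines and 14 in both. With a fold of 10 they were 33 in the sensitive and 34 in the resistant cells. Without the 48 hr library the criteria were met by 51 genes in the sensitive cells and 58 in the resistant cells, counts chosen after seeing the data. Small nucleolar RNA and microRNA genes, grouped by their names after the data were seen, made up 28 of the 256 TCGs, with a median of 13 reads in their highest library.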

We selected the significant TCGs to analyze their temporal expression patterns. **Fig 2C** shows the expression profiles of TCGs in the sensitive and resistant cells. The TCG profiles were divided into nine clusters using the k-means clustering method (**Fig 2D and 2E**). 

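STC1, CD55, CHRNA9, PRND and GDF15, all higher at 48 hr, had monotonic profiles in the sensitive cells, as had ANKRD1, CCL2 and the proliferation marker MKI67, all lower. CCL2, a monocyte chemokine, was 192, 162, 50.3, 22.7 and 17.3 RPKM at the 5 times, and MKI67 was 79.9, 76.0, 69.4, 46.3 and 10.3. In the resistant cells STC1 and CD55 had adaptive profiles instead, together with IL11, IL8, IL6, DUSP1, NR4A1, EGR1, MMP3 and FOSL1. STC1 was 263.9 at 0 hr, 599 at 6 hr and 108.5 at 48 hr there, against 73.1, 188 and 736 in the sensitive cells. CTGF, a matricellular protein and YAP/TAZ target, was monotonic in the resistant cells, from 315 at 0 hr to 57.6 at 48 hr (5.47-fold lower, 5.16 to 5.80). A profile was classed as adaptive where its largest departure from 0 hr lay at 6, 12 or 24 hr and at least 50% of it had returned by 48 hr, and otherwise as monotonic where the net change was at least 0.8 of the summed steps between times. The rule sets no limit on how far a profile passes its 0 hr level, so an adaptive gene need not end near it. In the resistant cells IL6, DUSP1 and NR4A1 ended with log2 changes of -2.73, -1.89 and -1.85. In the sensitive cells 25 of 167 TCGs were adaptive (15.0%, exact binomial interval 9.93 to 21.3), 55 were monotonic (32.9%, 25.9 to 40.6; 28 higher and 27 lower at 48 hr) and 87 were neither, 64 of these lower at 48 hr. Of 103 TCGs of the resistant cells, 64 were adaptive (62.1%, 52.0 to 71.5), 8 were monotonic (7.77%, 3.41 to 14.7) and 31 were neither. These intervals cover the number of genes only, and genes that change together are not independent. The adaptive share of the sensitive cells was 9.58% without the 12 hr library, 7.19% on log2(RPKM + 1) values and 24.2% over the TCGs of either line, all outside its interval.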

Most TCGs in the sensitive cells showed "monotonic response" patterns in which the gene expression exhibited an ascending or descending trend (**Fig 2D**), whereas most TCGs in the resistant cells exhibited "adaptive response" patterns (**Fig 2E**), in which the gene expression temporally increased or decreased at an early stage, followed by a return to near-baseline levels at the late stage. Furthermore, we quantitatively evaluated the tendencies of monotonic response or adaptive response of the TCGs (**S2A and S2B Fig**). 

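THBS1 shows how the profiles of the lines part. It peaked at 6 hr in both, at 459 RPKM in the sensitive and 604 in the resistant cells, and was 33.8 against 232 at 48 hr. KYNU, an enzyme of tryptophan degradation, lay farthest from 0 hr at 24 hr in the sensitive cells (2.07 at 0 hr, 17.9 at 24 hr) and at 48 hr in the resistant cells (120.3 at 0 hr, 13.0 at 48 hr). PLA2G2A, a secreted phospholipase, peaked at 6 hr in the resistant cells (53.4, from 15.0 at 0 hr). Among the TCGs of the resistant cells, 53 (51.5%) had their largest departure from 0 hr at 6 hr, 24 (23.3%) at 12 hr, 3 (2.91%) at 24 hr and 23 (22.3%) at 48 hr. Among those of the sensitive cells, 12 (7.19%) had it at 6 hr, 20 (12.0%) at 12 hr, 15 (8.98%) at 24 hr and 120 (71.9%) at 48 hr.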

Clearly, the TCGs in the resistant cells tended to have a higher adaptive response score but a lower monotonic response score compared to the TCGs in the resistant cells (**Fig 2F**), with statistical significance assessed in **S2C and S2D Fig**.

### Dynamic modeling and reconstruction of sensitive and resistant GRNs

Prior to working with our realistic RNA-seq data, we tested the effectiveness of the DryNetMC with respect to GRN inference using a synthetic dataset (**S3 Fig**). Time-course gene expression data were simulated using a set of ODEs based on a five-node true network with typical network motifs (e.g., feedback loops and crosstalk) (**S3A and S3B Fig**). Sampling data at 0, 6, 12, 24, and 48 hr (mimicking the experimental measurements) were obtained and Hermit interpolations were performed (**S3C Fig**). The performance of the DryNetMC with respect to GRN inference was compared with several existing methods, including PCC-based correlation network method (PCCNet) [31], tree-based ensemble learning methods (GENIE3 [32]), a dynamic Bayesian network method (GRENITS) [33], the ODE-LASSO method (OdeLasso) and the ODE modeling method incorporating prior network information (OdeLassoP) [34, 35]. The area under the curve (AUC) of ROC (**S3D Fig**) of the DryNetMC is notably greater than that of the other methods. Moreover, we compared the performance of the DryNetMC with the other methods on 100 simulated datasets (see details in **S1 Text**). The comparison of the AUC values (**S4 Fig**) demonstrated that the DryNetMC significantly outperformed the other methods.

We then used real RNA-seq data from DBTRG-05MG and LN-18 cells treated with dbcAMP to reconstruct the sensitive and resistant networks using the dynamic modeling method. **S5 Fig** shows the parameter estimation and edge selection results from the network reconstruction. **S5A** and **S5B Fig** show the frequency distributions of the penalty weights in the LASSO regression for the sensitive and resistant networks, respectively. **S5C and S5D Fig** show the frequency distributions of the mean cross-validation errors. Most of the mean cross-validation errors were less than 0.003, indicating good accuracy of the fitting and reliable network reconstruction. **S5E and S5F Fig** demonstrate the change in the BIC values against the absolute values of edge strength (*θ*). The minimal absolute values of edge strength were achieved at approximately 0.01. Therefore, we used 0.01 as the strength threshold to select the significant edges in the networks (see also **S6 Fig**).

**Fig 3A and 3B** visualize the reconstructed GRNs for the sensitive and resistant cells. The genes are represented as circled nodes, and the activating and repressing interactions are represented as red arrows and blue lines, respectively. 

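KIF2C, a microtubule-depolymerizing kinesin, was linked to NDC80, a kinetochore protein that binds microtubules, in both refitted networks, with a strength of -1.12 in the sensitive and 1.08 in the resistant network. ANLN, an actin-binding protein of the cleavage furrow, was linked to KIF11, the kinesin that separates the spindle poles, in both, at -0.107 in the sensitive and 0.0141 in the resistant network. The edge from CENPM, a centromere protein, to NDC80 stood in the sensitive network alone (-1.67), and the edge from KIF23, a kinesin of the central spindle, to NDC80 in the resistant network alone (-2.29). The refit covered 40 TCGs of either line that belong to lists of cell cycle genes. All 40 were TCGs of the sensitive cells and 0 of the resistant cells, a choice that may favor correlated pairs, and so edges, in the sensitive network. It followed the paper's equations, with Hermit interpolation at 100 points, LASSO with 10-fold cross-validation and an edge threshold of 0.01, except that each profile was first divided by its maximum, a step the paper does not state and which sets the scale of the strengths. The candidate edges were pairs whose correlation over the 5 times had a p of at most 0.05, and STRING interactions were not used here, so these networks are not those drawn by the paper. The sensitive network held 476 edges and the resistant network 240, of 1560 possible, and 71 were in both (29.6% of the resistant network's edges, exact binomial interval 23.9 to 35.8). Independent placement would share 73.2. The fit was also run on 50 simulated 5-node networks without noise, with all pairs as candidate edges. Sampled at these 5 times, it reached a median AUC of 0.632, against 0.841 when sampled every 0.5 hr. With a self-decay of 0.1 per hr in the simulated networks, these were 0.541 and 0.506, near the 0.5 of chance. These values do not measure the accuracy of the fit to 40 genes with the correlation filter.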

The sensitive and resistant networks showed different connections between most pairs of genes, suggesting that different gene regulations underlie the sensitive and resistant cellular states.

**Fig 3:**
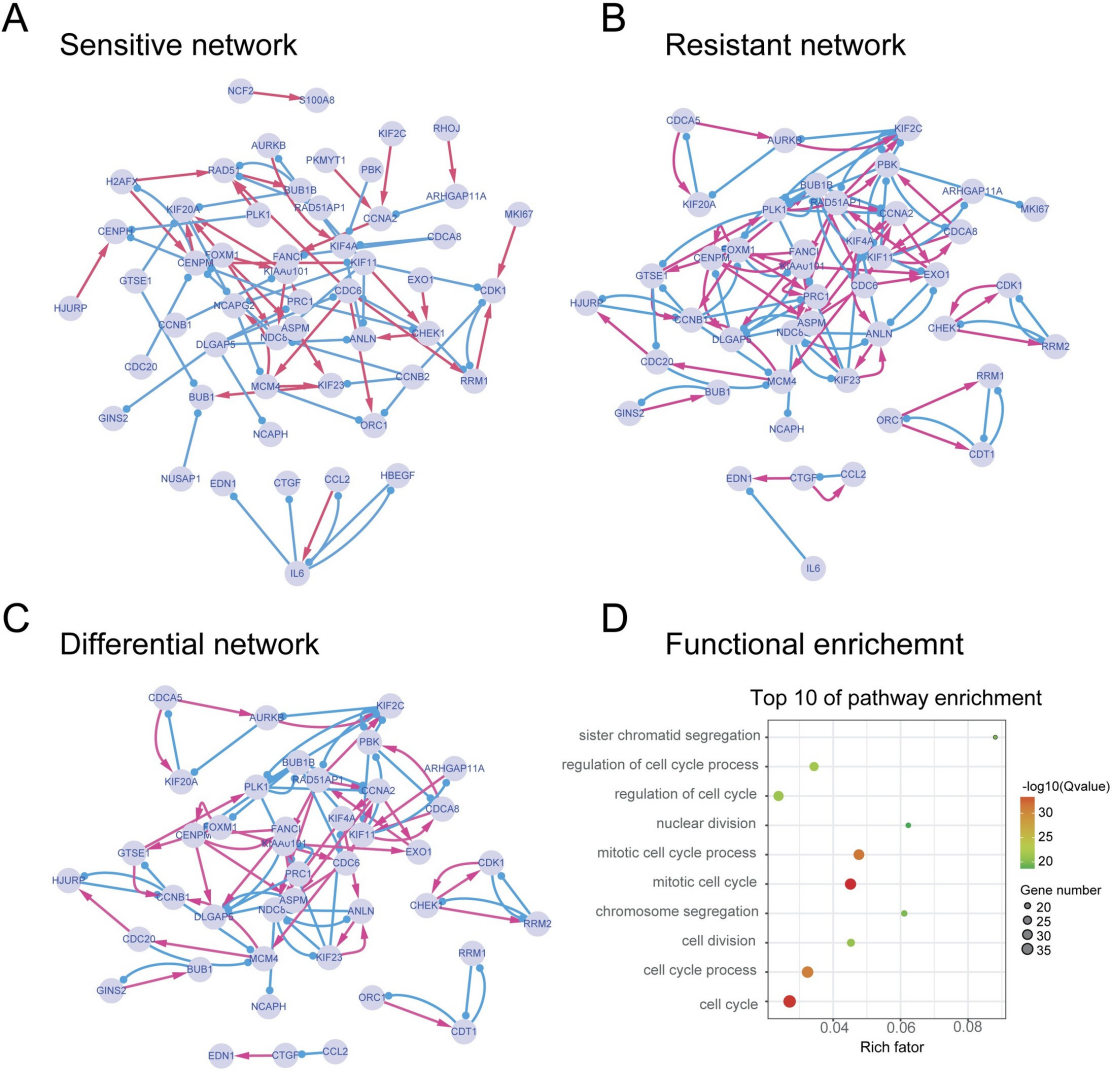
The reconstructed sensitive and resistant networks as well as the differential network. **(A)** Sensitive GRN. **(B)** Resistant GRN. (**C**) The differential network. The genes are represented as circled nodes, and the activating and repressing interactions are represented as red arrows and blue lines, respectively. (**D**) Top 10 significantly enriched pathways involving genes in the differential network. Cell cycle and chromosome segregation were significantly enriched.

We defined a differential network (**Fig 3C**) by reserving edges in the resistant network that should be specifically responsible for the resistant cellular state. The functional enrichment of genes involved in the differential network revealed that cell cycle and chromosome segregation were crucial pathways, which suggested that these biological processes were significantly involved in drug resistance during glioma differentiation therapy (**Fig 3D**).

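Cell cycle genes were lower in the sensitive cells at 48 hr and near their starting level in the resistant cells. Of 54 genes of the G2 and M phases, 43 were at least 2-fold lower in the sensitive cells and none was higher, and the median log2 change was -1.69 (95% interval -1.86 to -1.52 over the genes; percentile 0). Only 1 was lower in the resistant cells, with a median of 0.03 (-0.02 to 0.09; percentile 36.8). KIF20A, a kinesin of cytokinesis, was 7.15-fold lower in the sensitive cells (5.81 to 8.88), and BUB1, a kinase of the spindle checkpoint, 5.47-fold lower (4.63 to 6.51). Of 43 S phase genes, 39 were at least 2-fold lower in the sensitive cells (median -1.55, percentile 0) and none changed as much in the resistant cells (median 0.14, percentile 98.8). RRM2, the small subunit of ribonucleotide reductase, was 94.0 at 0 hr and 17.7 at 48 hr in the sensitive cells (5.32-fold lower, 4.86 to 5.82) and 129.2 and 127.0 in the resistant cells. MCM5, a subunit of the replicative helicase, was 4.32-fold lower in the sensitive cells (3.77 to 4.96) and 1.37-fold higher in the resistant cells (1.29 to 1.46). Mitotic kinesins (13 genes) and kinetochore and centromere genes (25) had medians of -1.61 and -1.52 in the sensitive cells and of -0.01 and 0.06 in the resistant cells. Replication-dependent histones, whose RNA lacks poly(A), went the other way in the sensitive cells, with 4 of 9 at least 2-fold higher and a median of 0.90. G2 and M genes of the resistant cells were lower early, with a median of -0.58 at 6 hr (7 genes at least 2-fold lower; percentile 0) and -0.37 at 12 hr, against -0.07 and 0.18 in the sensitive cells, while S phase genes of the resistant cells had medians of 0.06 at 6 hr and 0.41 at 12 hr. The values at 48 hr rest on that library of the sensitive cells. At 24 hr their G2 and M median was -0.17, with 1 gene at least 2-fold lower, and their S phase median was -0.73, with 15 lower, against 0.19 and 0.51 in the resistant cells. Among genes with a highest value of at least 10, 22 of 49 G2 and M genes (44.9%) and 11 of 33 S phase genes (33.3%) were TCGs in the sensitive cells, against 2.39% of all genes, and 0 of 52 and 0 of 36 in the resistant cells. Of the 256 TCGs, 40 (15.6%) were in the cell cycle lists, all of them TCGs of the sensitive cells. From the enrichment of cell cycle and chromosome segregation among genes of the differential network, the paper proposes that these processes take part in resistance.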

### Characterization of topology, entropy and dynamics of sensitive and resistant GRNs

We examined the topological difference between the sensitive and resistant GRNs. As shown in **Fig 4A**, the node degree of the resistant network (red bars) was significantly larger than that of the sensitive network (gray bars). 

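In the network refitted without STRING interactions, CENPM had a degree of 41 in the sensitive cells and 0 in the resistant cells, and ATAD2, a chromatin-bound ATPase, had 39 and 8. CDCA8, a subunit of the chromosomal passenger complex, had 37 and 12. KIF2C had 16 in the sensitive and 19 in the resistant network, NDC80 19 and 20, KIF11 21 and 18, and KIF23 25 and 11. UBE2C, a ubiquitin-conjugating enzyme of the anaphase-promoting complex, had the highest degree of the resistant network, 23, against 27 in the sensitive network. Over the 40 genes the mean degree was 23.8 in the sensitive and 12 in the resistant network. With all pairs as candidate edges it was 27.9 and 24.9.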

We also investigated two- and three-node feedback motifs, including positive feedback (PF), negative feedback (NF), positive-positive feedback (PPF), positive-negative feedback (PNF), and negative-negative feedback (NNF) (**Fig 4B**). 

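In the refitted networks, ANLN and KIF11 formed a loop of 2 nodes in the sensitive cells, with strengths of -0.107 from ANLN to KIF11 and 0.0775 back. CENPM and NDC80 formed another (-1.67 and 0.107). Activating and repressing name the sign of a fitted strength here, and no regulation was tested. In the resistant cells KIF11 and KIF23 were linked in both directions (0.199 and -1.66), as were KIF11 and NDC80, both activating (0.0687 and 0.0611), and KIF11 and MKI67 (0.313 and -1.24). The sensitive network held 107 such pairs, 34 of them activating both ways, 30 repressing both ways and 43 mixed, or 22.5 pairs per 100 edges. The resistant network held 77, of which 20 were activating, 15 repressing and 42 mixed, or 32.1 per 100 edges. With all pairs as candidate edges there were 17.4 and 17.3 per 100 edges. Loops of 3 nodes were not counted here.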

We then measured the number and percentage of various feedback loops in the sensitive and resistant networks (**Fig 4C**), which indicated that the percentage of various feedback loops in the resistant network was substantially higher than that in the sensitive network. These results revealed that the genes exhibited more complex regulatory relationships in the resistant cells, which enabled the resistant cells to show increased robustness in response to the drug attack.

**Fig 4:**
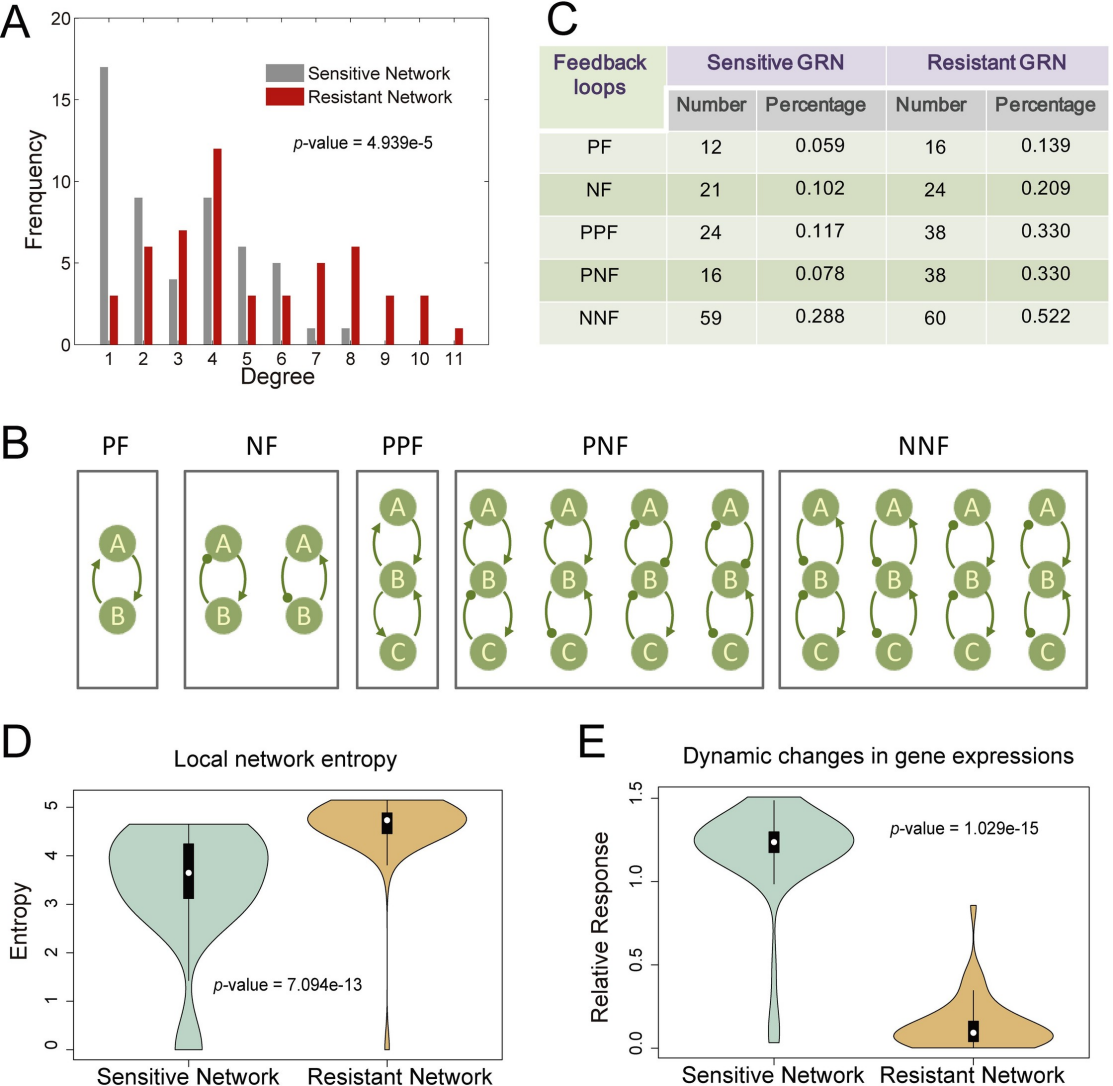
Characterization of the difference between sensitive and resistant GRNs. (**A**) Degree distributions of the sensitive and resistant networks. One-tailed Wilcoxon rank sum test p-value = 4.939×10^−5^. (**B**) Two- and three-node feedback loops involved in the GRNs. PF: positive feedback; NF: negative feedback; PPF: positive-positive feedback; PNF: positive-negative feedback; NNF: negative-negative feedback. (**C**) The percentages of various feedback loops in the resistant network were substantially larger than those in the sensitive network. (**D-E**) Violin plots comparing the differences of local network entropies (D) and dynamic changes in gene expression (E) between the sensitive and resistant networks, with one-tailed Wilcoxon rank sum test p-values of 7.094×10^−13^ and 1.029×10^−15^, respectively.

In addition, by viewing the GRN as a random walk of information flow [29], we defined the local network entropy to quantify the randomness of information flux around each gene based on the interaction strengths of the sensitive and resistant networks. 

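The local entropy of ATAD2 was the highest of the refitted sensitive network, 3.76, and was 1.98 in the resistant network, where DLGAP5, a spindle protein, had the highest, 3.13, against 2.42 in the sensitive network. KIF2C had 2.26 in the sensitive and 2.55 in the resistant network, NDC80 2.92 and 2.37, KIF11 2.35 and 2.30, and KIF23 2.59 and 1.65. CENPM, CDC6, which loads the replicative helicase, and ZWINT, a kinetochore protein, had no edge in the resistant network, so that their entropy was 0 there. The median over the 40 genes was 2.85 in the sensitive network (order-statistic interval 2.66 to 3.01) and 2.05 in the resistant network (1.86 to 2.35). With all pairs as candidate edges both medians were 3.11.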

As shown in **Fig 4D,** the local network entropy was increased in the resistant network compared with the sensitive network, which indicated the increased robustness of the resistant network with respect to perturbations. This result is consistent with the dynamic changes in gene expression in the two networks in response to dbcAMP treatment (**Fig 4E)**. 

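EXO1 had the largest relative response to dbcAMP among the cell cycle TCGs of the sensitive cells, -0.881 by 48 hr. In the resistant cells the responses ran from -0.256 for ZWINT to 0.700 for TYMS, the thymidylate synthase. MKI67 had -0.872 in the sensitive and 0.0179 in the resistant cells, and ANLN -0.863 and -0.124. Over the 40 genes, the median size of the response was 0.796 in the sensitive cells, where every gene was lower at 48 hr, and 0.0947 in the resistant cells, where 14 were lower and 26 higher. At 24 hr the medians were 0.334 and 0.263. All 40 genes were TCGs of the sensitive cells, a choice that favors large responses there. Over the 95 cell cycle genes with a highest value of at least 10 in both lines, whatever their change, the medians were 0.719 and 0.103, and over the 77 TCGs of the resistant cells alone with that value in both lines they were 0.590 in the sensitive and 0.572 in the resistant cells. From the higher entropy that it finds in the resistant network and the smaller changes of its genes, the paper reasons that the resistant network is more robust to the drug.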

The genes in the resistant network exhibited less changes compared with those in the sensitive network, which supported the notion that the resistant network was more robust to external perturbations.

### Measurement of the importance of nodes for prioritizing key genes underlying drug resistance

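ANLN had an adaptation score (the response of the resistant over that of the sensitive cells at 48 hr) of 0.144, CCNA2, the cyclin of S phase and mitotic entry, of 0.0392 and KIF2C of 0.00818. KIF11 had -0.0309, NDC80 -0.0632, KIF23 -0.0812 and CENPM -0.469. The response of the resistant cells was within counting error of 0 for KIF2C, CCNA2, KIF11, NDC80 and KIF23, so that the signs of their scores are too. CENPM was 1.36-fold higher there (1.19 to 1.55) and 4.24-fold lower in the sensitive cells (3.25 to 5.59). ANLN was 7.30-fold lower in the sensitive cells (6.65 to 8.03) and 1.14-fold lower in the resistant cells (1.10 to 1.18). Over the 40 cell cycle TCGs the median score was -0.0753, with 26 scores under 0, from -0.902 for TYMS to 0.322 for ZWINT.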

Based on the above network characterization, we defined and computed the hub score, entropy and adaptation score for each gene in the differential network (see Methods section) to measure the node importance and thereby identify key genes responsible for drug resistance, which might be explored as potential drug targets. **S1 Table** lists the hub score, entropy and adaptation score as well as their ranking numbers for each node. The normalized rank sum (*I*_*i*_) (Eq (11)) was accordingly calculated to define the importance score of each gene. **S2 Table** lists the annotation for each gene ordered by the node importance score.

To test the functional roles of the top-ranked genes in the drug resistance of glioma patients and their clinical relevance, we developed a DryNB model through incorporation of node importance measurement into a logistic model (**S1 Text**). The identified DryNB included seven genes (KIF2C, CCNA2, NDC80, KIF11, KIF23, ANLN and CENPM) that were significantly associated with drug sensitivity or resistance of glioma patients to the targeted therapies.

The TCGA samples of glioma patients who received targeted therapies were randomly divided into the training and test subdatasets based on several different sample ratios to the total sample number (N = 289). The sample division at each ratio was repeated 100 times. The areas under the ROC curves (AUCs) were computed for both the training dataset (**Fig 5A**) and the test dataset (**Fig 5B**), which demonstrated good accuracy of the DryNB for predicting drug response. In addition, the seven identified genes showed differential expression profiles in the normal and tumor tissues of glioma patients (**Fig 5C**). **Fig 5D** further shows the significant association of the identified seven genes with the survival probability of glioma patients based on the data from the TCGA samples (N = 610). These results demonstrated the significant clinical relevance of the identified genes and verified their important roles in drug resistance and cancer progression.

**Fig 5:**
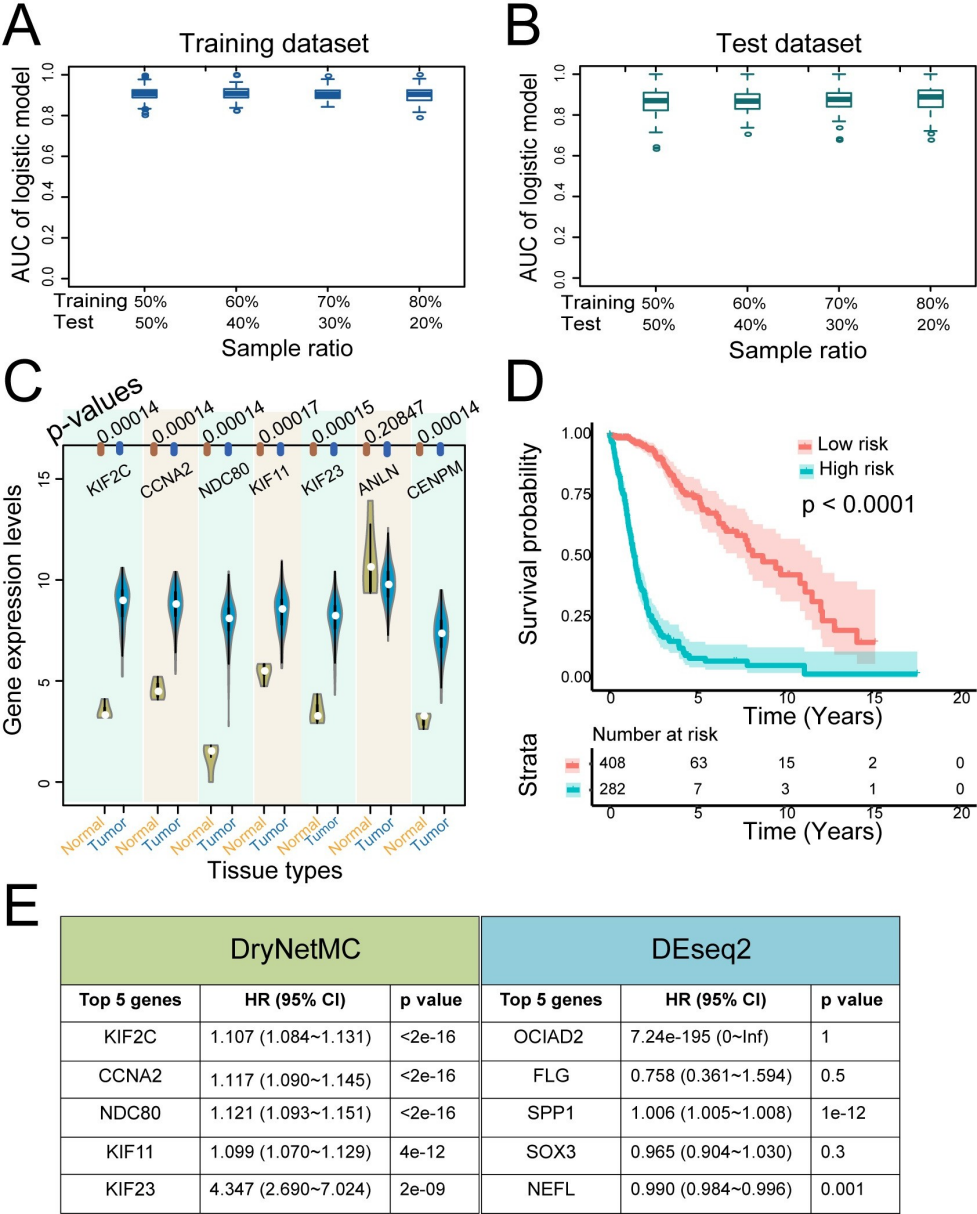
The top-ranked genes in the differential network were predictive of the targeted therapeutic response and prognosis of glioma patients. (**A-B**) The areas under the ROC curves (AUCs) were computed for both the training datasets (A) and the test datasets (B) of glioma patients. (**C**) Differential expression profiles of the seven identified genes in the normal and tumor tissues of glioma patients. The p-values were assessed using the one-tailed Wilcoxon rank sum test. (**D**) The seven identified genes were associated with the survival probability of glioma patients (N = 610). A log rank test was used to assess the significance between two curves, with a p-value less than 0.0001. (**E**) Statistical significance of the association of the five top-ranked genes identified by the DryNetMC with prognosis of glioma patients, in comparison with a conventional differential expression analysis method, DEseq2. Wald test p-value was used to assess the prognostic significance of each gene in the table.

Notably, the five top-ranked genes (KIF2C, CCNA2, NDC80, KIF11 and KIF23) were consistently included in the DryNB. We further compared the significance of the clinical relevance of the top-ranked genes identified respectively from the DryNetMC and the conventional differential expression method (e.g., DEseq2 [36]). We used univariate Cox proportional hazards model [30] to assess the association of each gene with prognosis of glioma patients based on an additional CGGA dataset (N = 310). Hazard ratio (HR) and Wald test p-value were computed for each gene. All five top-ranked genes (KIF2C, CCNA2, NDC80, KIF1 and KIF23) from DryNetMC were significantly associated with survival of glioam patients, whereas, in contrast, not all of the top 5 genes from DEseq2 showed prognostic role (**Fig 5E and 5F**). These results demonstrated superior capability of the DryNetMC in discovering potential functional genes compared with the conventional method.

### Temporal pattern similarity of the prioritized genes was predictive of cellular drug sensitivities

We then tested whether the temporal patterns of the prioritized 5 genes (i.e., KIF2C, CCNA2, NDC80, KIF11 and KIF23) could be used to predict drug sensitivities of different glioma cell lines. 

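U87MG is an established human glioblastoma cell line. Its RNA-seq was labelled with the same dose and times as that of the other 2 lines and gave 5 libraries, 1 per time, with 10127976, 10365683, 9768605, 9503819 and 10252978 reads at 0, 6, 12, 24 and 48 hr (median 10127976), recovered from the RPKM in the same way. GDF15 was 7.78-fold higher at 48 hr than at 0 hr (6.74 to 9.02), and PTGS2 was 14.2-fold higher (13.0 to 15.5), while PLA2G2A was 13.4-fold lower (6.57 to 31.9). At 48 hr 174 genes were at least 2-fold higher and 326 lower, of 6490 with a highest value of at least 10. This split depended on the scaling. The median log2 change of these genes was -0.16 as deposited, and upper-quartile scaling within the line moved it by 0.21 and median-ratio scaling, chosen after seeing the data, by 0.20. Under these scalings 280 and 271 genes were higher and 164 and 169 lower. In the sensitive and resistant cells, the same scalings moved the median by at most 0.03 in either direction. Without the minimum of 10, 319 genes were higher and 585 lower. All 20379 genes were used in the same form for the 3 lines, and distances between lines compare the RPKM as deposited.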

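KIF2C lies on chromosome 1 from 45205490 to 45233439, CCNA2 on chromosome 4 from 122737599 to 122745038, NDC80 on chromosome 18 from 2571556 to 2616634, KIF11 on chromosome 10 from 94333862 to 94415152 and KIF23 on chromosome 15 from 69706585 to 69740766, in the GENCODE release 44 annotation mapped to GRCh37. All 5 genes were lower at 48 hr than at 0 hr in the sensitive cells. CCNA2 was 36.8 RPKM at 0 hr and 6.00 at 48 hr (6.13-fold lower, 5.17 to 7.30), KIF11 33.0 and 6.26 (5.27-fold lower, 4.66 to 5.99), KIF2C 23.4 and 5.72 (4.10-fold lower, 3.43 to 4.92), KIF23 24.2 and 6.60 (3.67-fold lower, 3.16 to 4.27) and NDC80 14.4 and 4.13 (3.48-fold lower, 2.72 to 4.49). At 24 hr NDC80 was still 14.4 and KIF2C 22.1. In the resistant cells none of the 5 differed from 0 hr at 48 hr beyond counting error. CCNA2 was 98.2 and 95.01, KIF2C 64.6 and 64.2, KIF23 43.8 and 46.4, NDC80 43.0 and 45.0 and KIF11 32.5 and 33.3. NDC80 had been 23.7 and KIF2C 36.2 at 6 hr. In U87MG, NDC80 was 21.0 and 5.12 (4.10-fold lower, 3.34 to 5.08), KIF23 43.7 and 13.2 (3.32-fold lower, 3.00 to 3.68), KIF11 17.7 and 7.63 (2.32-fold lower, 2.06 to 2.62) and CCNA2 28.6 and 14.0 (2.04-fold lower, 1.81 to 2.30). KIF2C was 35.3 at 0 hr, 14.4 at 12 hr and 28.2 at 48 hr (1.25-fold lower, 1.14 to 1.37). Its log2 change of -0.31 compares with the all-gene median of -0.16 in U87MG.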

RNA-seq data from another glioma cell line, U87MG, was used for testing. **Fig 6A** shows the expression profiles of genes in the differential network in the sensitive, resistant and tested cells. **Fig 6B** shows the time-course expression patterns of the prioritized 5 genes in the three cell lines, which were consistent with the qPCR experiments (**S7 Fig**).

**Fig 6:**
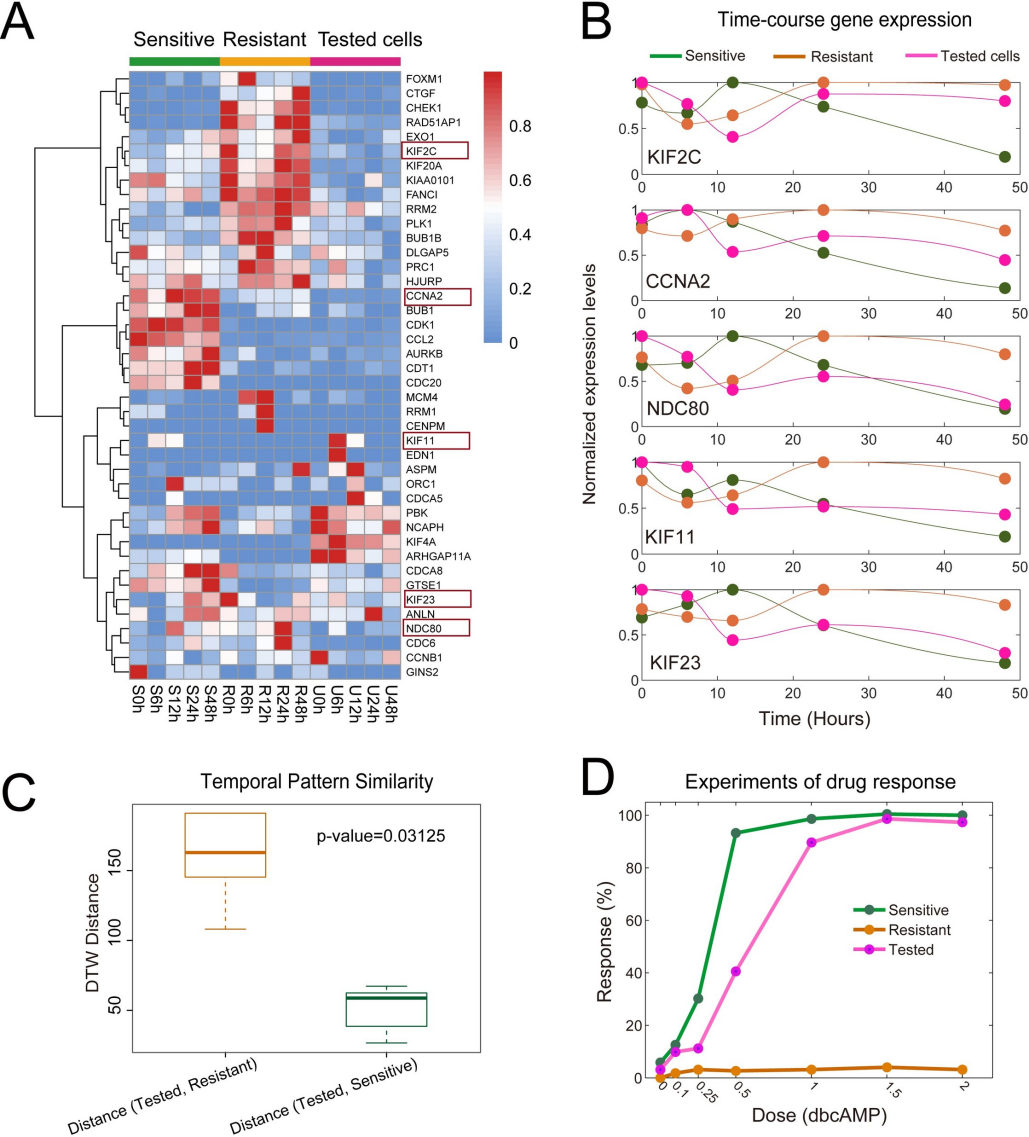
Temporal pattern similarity of the prioritized 5 genes was predictive of drug sensitivity/resistance. RNA-seq data from the U87MG cell line (U) and its response to dbcAMP were used for testing. (**A**) Heat map showing the expression profiles of the genes in the differential network of the sensitive, resistant and tested cells (i.e., U87MG cell line). (**B**) Time-course expression patterns of the 5 genes (i.e., KIF2C, CCNA2, NDC80, KIF11 and KIF23) in the three cell lines. (**C**) The similarity of temporal pattern of the 5 genes between the tested cell line and the sensitive or resistant cell line. Dynamic time warping (DTW) distance was used to measure the temporal expression similarity of the 5 genes between different cellular states. Boxplots showed significant differences in the distributions of pair-wise distances, with p-value equal to 0.03125 (one-tailed Wilcoxon signed rank test), indicating that the tested cell line was more similar to the sensitive cells. (**D**) Experimental data of the dose-response of three cell lines to dbcAMP treatment validated that the response of the tested cell line was much closer to that of the sensitive cells.

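All 5 genes of U87MG lay nearer to the sensitive than to the resistant cells by dynamic time warping (DTW) distance, which adds up the differences in RPKM along the best alignment of the 5 times. CCNA2 had a distance of 42.7 to the sensitive and 401.5 to the resistant cells, and its mean over the 5 times was 29.6 in the sensitive cells, 103 in the resistant cells and 22.6 in U87MG. NDC80 had distances of 22.5 and 134, with means of 13.8, 39.3 and 12.5, and KIF2C had 50.4 and 138, with means of 20.3, 54.7 and 27.2. KIF11 had 35.8 and 95.1 and KIF23 50.1 and 81.4. The medians over the 5 genes were 42.7 and 134. With each profile divided by its own maximum, which removes the level, CCNA2, NDC80, KIF11 and KIF23 lay nearer to the sensitive cells, and KIF2C nearer to the resistant cells (0.773 against 1.29).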

We employed the dynamic time warping (DTW) algorithm [37] to measure the temporal pattern similarity between the tested cell line and the sensitive or resistant cell line. **Fig 6C** shows that the DTW distance of the tested cell line to the sensitive cell line was significantly smaller than that to the resistant cell line, with a *p-value* equal to 0.03125 (one-tailed Wilcoxon signed rank test) (see also **S8 Fig**). Therefore, we hypothesized that the response of the tested cells to the cAMP treatment was more similar to that of the sensitive cells. 

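Cell cycle genes were lower at 48 hr in U87MG, as in the sensitive cells and unlike in the resistant cells. Of the G2 and M genes, 29 of 54 were at least 2-fold lower in U87MG and none higher (median log2 change -1.08, -1.22 to -0.84), and of the S phase genes 27 of 43 (median -1.19). Under upper-quartile scaling these medians were -0.88 and -0.99. Of the 122 listed cell cycle genes, however, 1 was a TCG in U87MG, against 40 in the sensitive and 0 in the resistant cells. Earlier the lines compared otherwise. At 6 and 12 hr the G2 and M medians were -0.535 and -0.998 in U87MG, -0.577 and -0.373 in the resistant cells and -0.069 and 0.181 in the sensitive cells. The S phase medians were -0.540 and -0.245 in U87MG, 0.055 and 0.412 in the resistant cells and 0.043 and 0.183 in the sensitive cells. MKI67 was 53.7 at 0 hr and 12.3 at 48 hr (4.35-fold lower, 4.12 to 4.60), and UHRF1, a factor of maintenance DNA methylation, was 5.93-fold lower (5.06 to 6.99). Of 19 targets of cAMP and CREB, 3 were at least 2-fold higher in U87MG and none lower, with a median of 0.44 (0.02 to 0.89, percentile 100; 0.55 under upper-quartile scaling). PDE4B, a phosphodiesterase that degrades cAMP, was 3.46-fold higher (3.09 to 3.87) and DUSP1 3.02-fold higher (2.81 to 3.26), whereas in the resistant cells PDE4B was 6.17-fold lower (4.89 to 7.85). Cytokines and chemokines set U87MG apart at 48 hr, with 7 of 17 at least 2-fold higher and none lower (median 0.60). The medians were -0.23 in the sensitive and -0.13 in the resistant cells, where the list had been higher at 6 hr. IL8 was 40.2 at 0 hr and 277 at 48 hr (6.90-fold higher, 6.37 to 7.48). Among 5625 genes with a highest value of at least 10 in both U87MG and the sensitive cells, 120 were at least 2-fold lower in both, where independent lists would share 15.3, and 42 higher in both, against 5.22. The lines moved apart at 4 genes higher in the sensitive cells and lower in U87MG and at 8 the other way, against 11.7 and 6.82. With the resistant cells (5524 genes), U87MG shared 4 lower and 3 higher genes, where independent lists would share 2.71 and 0.331, and 19 genes lower in the resistant cells were higher in U87MG, against 1.22. These overlaps use the values as deposited, under which U87MG had 326 lower and 174 higher genes. Under upper-quartile scaling it had 164 lower and 280 higher, and the overlaps were not counted again. By profile, 100 of 164 TCGs of U87MG (61.0%, exact binomial interval 53.1 to 68.5) were adaptive, against 62.1% in the resistant and 15.0% in the sensitive cells. In this share U87MG lay nearer to the resistant cells. From the smaller distances of the 5 genes to the sensitive cells, the paper hypothesizes that U87MG responds to dbcAMP more like the sensitive cells.

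**Figure D2:**
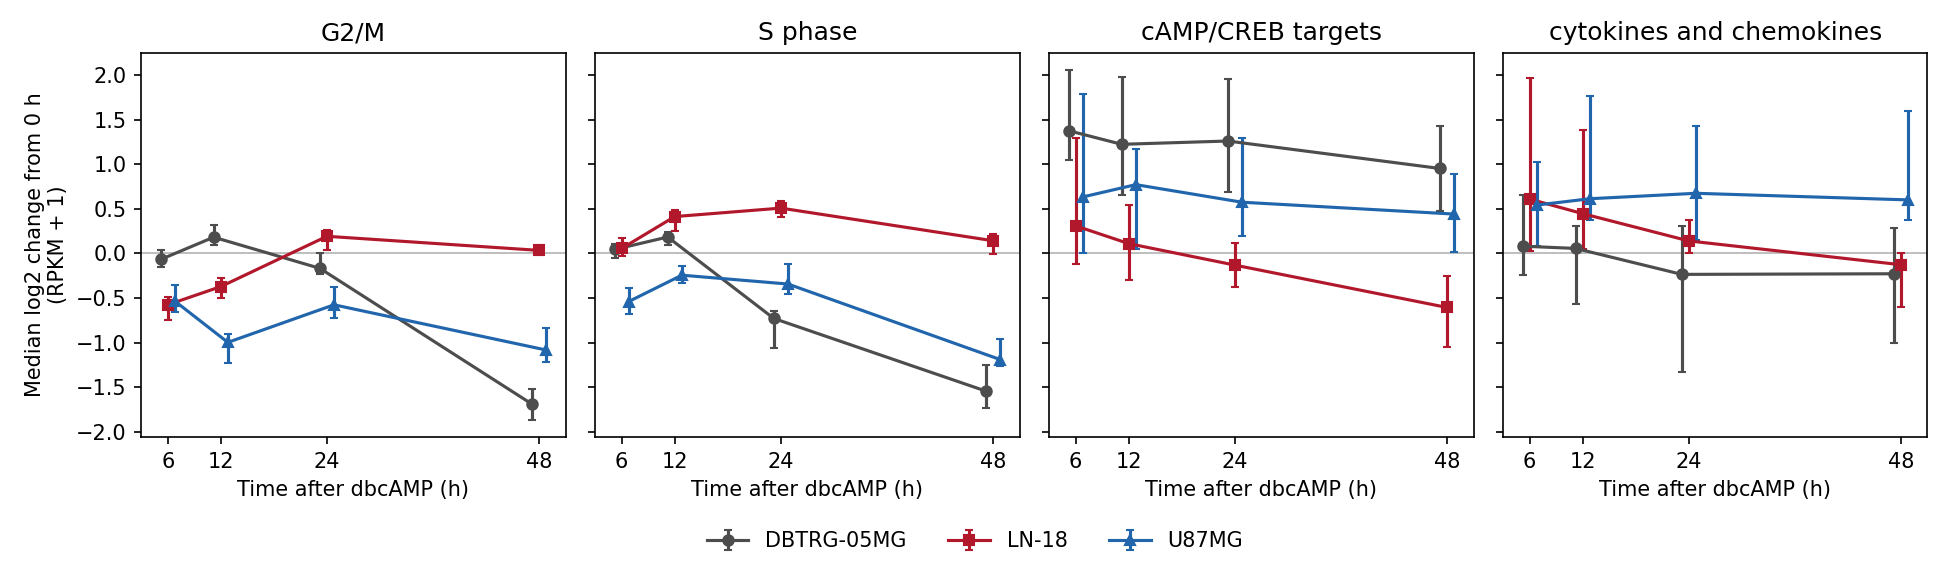
Median log2 change of RPKM + 1 from 0 hr over the genes of 4 lists, against time after dbcAMP in hours, for DBTRG-05MG (gray circles), LN-18 (red squares) and U87MG (blue triangles), 1 library per point, drawn slightly apart along time. Bars are 95% order-statistic intervals of the median over genes, not between replicates. At 48 hr the G2/M median is -1.69 in DBTRG-05MG, 0.03 in LN-18 and -1.08 in U87MG, and that of the cAMP/CREB targets is 0.95, -0.61 and 0.44.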

As such, we used our experimental data of the morphological changes exhibited by three cell lines in response to different doses of dbcAMP [1] to validate the drug sensitivity prediction. The percent morphological change of each cell line in response to the dbcAMP treatment was experimentally measured (**Fig 6D**), and the dose-response curve of the tested cell line was closer to that of the sensitive cell line.

Moreover, we further compared the effectiveness of the top 5 genes prioritized by our method with that by other methods including the conventional differential expression analysis method (e.g., DEseq2 [36]) and the differential co-expression network-based method (e.g., GSNCA [13]). **Fig 7A and 7B** indicate that the expression patterns of the gene set prioritized by DEseq2 (according to fold changes) or by GSNCA (according to high directed preorder traversal of the tree [38]) were not positively correlated with the drug sensitivity. These results demonstrated the distinct functions and advantages of our method in prioritizing key genes responsible for drug resistance based on time-course RNA-seq data.

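The genes of the DEseq2 set were expressed in the sensitive cells and nearly absent from the resistant cells, so that their distances followed the level of U87MG. OCIAD2, on chromosome 4 from 48887036 to 48908954 in GRCh37, was 897 RPKM at 0 hr and 803 at 48 hr in the sensitive cells, 190.2 and 128.7 in U87MG, and listed at 0 in every library of the resistant cells. SPP1, the secreted phosphoprotein osteopontin, was 1795 and 1831 in the sensitive cells, 23.7 and 13.2 in U87MG and at most 0.330 in the resistant cells. SOX3, a transcription factor of neural progenitors, and NEFL, the light neurofilament, were listed at 0 in every library of both other lines. All 5 genes lay nearer to the resistant cells, with distances of 3890 against 646 for OCIAD2, 8590 against 75.2 for SPP1, 526 against 0 for SOX3, 199 against 0 for NEFL and 228 against 0.0411 for FLG, the epidermal protein filaggrin. In the GSNCA set, C5orf58 and DKFZp686O1327 were listed at 0 in the sensitive cells and U87MG, so that their distance to the sensitive cells was 0, against 17.6 and 4.56 to the resistant cells. COL4A3, a chain of collagen IV, MUC16, a membrane mucin, and GAL, the neuropeptide galanin, lay nearer to the resistant cells, with GAL at 62.3 against 0.125. COL4A3 never exceeded 1.17 RPKM in any line and MUC16 never exceeded 0.974. With each profile divided by its own maximum, 3 of 5 genes of the DEseq2 set and 4 of 5 of the GSNCA set lay nearer to the sensitive cells, but each of these 10 genes was listed at 0 or at most 0.330 in at least 1 of the lines compared, so that these profiles carry little or no pattern.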

**Fig 7:**
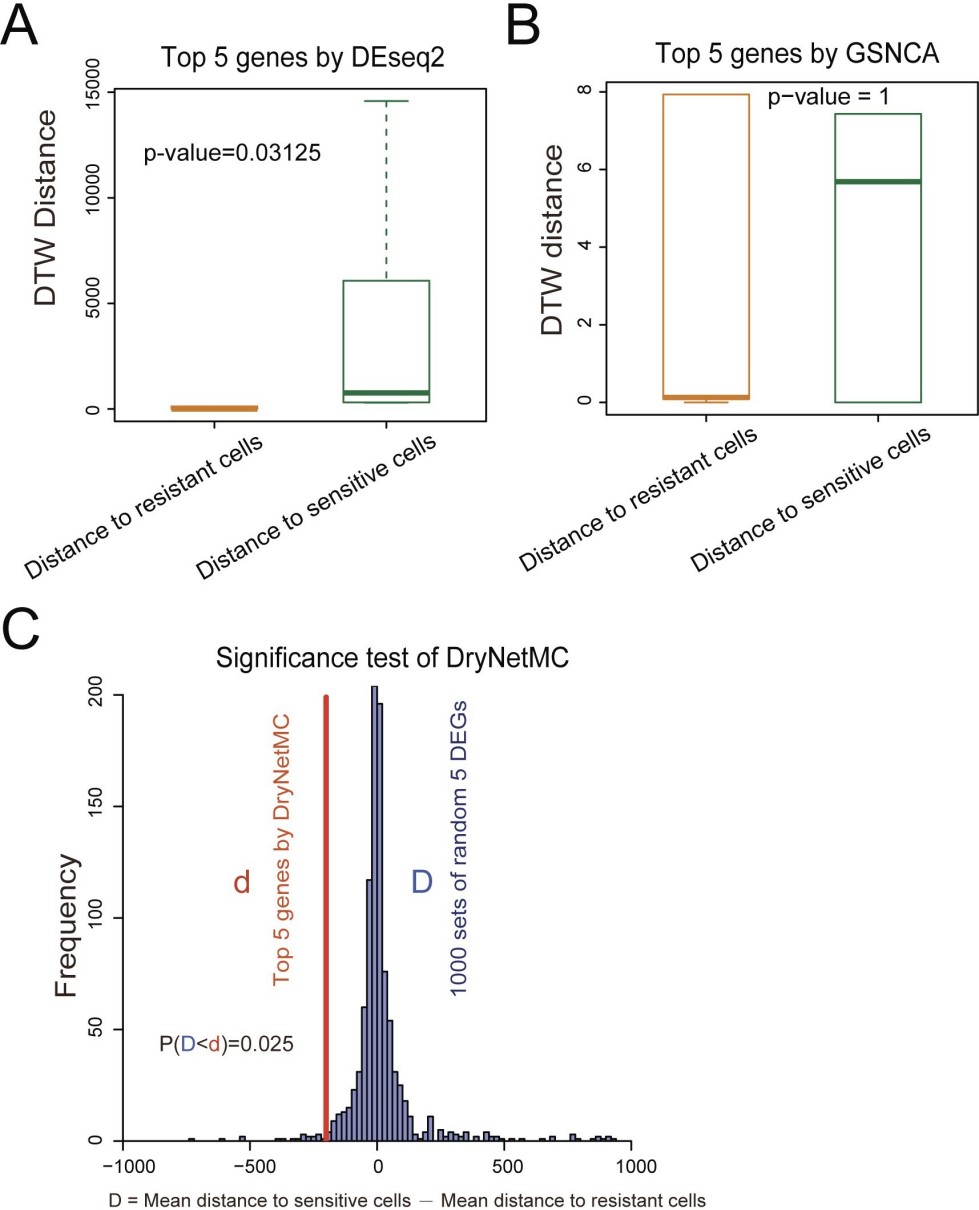
Comparison of the effectiveness of the top 5 genes prioritized by the DryNetMC with that by other methods, including DEseq2 and GSNCA. RNA-seq data of U87MG cells was used to test its distance to sensitive DBTRG-05MG cells or resistant LN-18 cells, based on the expression pattern similarity of the selected genes evaluated using pair-wised DTW distance. (**A-B**) The similarity between the tested cells and the sensitive or resistant cells was evaluated based on the temporal expression patterns of (**A**) the top 5 genes prioritized by DEseq2 (i.e. OCIAD2, FLG, SPP1, SOX3 and NEFL) and (**B**) the top 5 genes prioritized by GSNCA (i.e. C5orf58, COL4A3, MUC16, DKFZp686O1327, GAL). Boxplots show the difference in distance distributions, with the statistical significance evaluated by two-sided Wilcoxon signed rank test. (**C**) The significance test for the top 5 genes prioritized by the DryNetMC using a bootstrapping approach (see details in S1 Text). The resulting p-value was 0.025, indicating non-randomness of the DryNetMC-prioritized 5 genes.

We further tested the statistical significance of the DryNetMC-prioritized 5 genes using a bootstrapping approach (**S1 Text**). We randomly selected 5 DEGs (analyzed using DEseq2) and set them as marker genes to evaluate the distance from the tested cells to the sensitive cells (*D*_*S*_) or to the resistant cells (*D*_*R*_) (**S9 Fig**). The difference value (*D = D*_*S*_−*D*_*R*_) was calculated. Smaller *D* indicates more closeness of the tested cells to the sensitive cells. The above process was repeated for 1000 times. **Fig 7C** shows the distribution of the above difference values. Let *d* denote the difference value of the two distances derived from the top 5 genes prioritized by the DryNetMC. Probability *P*(*D<d*) was estimated to be 0.025, which justified non-randomness of the DryNetMC-prioritized 5 genes.

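Random sets were drawn here from the 256 TCGs of either line, in place of the DEseq2 genes of the paper. Of the 36 of these in the cell cycle lists other than the prioritized genes, 25 lay nearer to the sensitive cells, with a median difference of the distances (to the sensitive minus to the resistant cells) of -29.5. Of all 256 TCGs 157 did (61.3%), and 54.1% of 8515 genes with a highest value of at least 10. KIF2C, CCNA2, NDC80, KIF11 and KIF23 had a mean difference of -129.7. Of 10000 random sets of 5 TCGs, 8.01% had a lower mean difference and 63.8% had one under 0. Their median was -16.5, and 95% of them lay between -329.8 and 842. As a share of sets, 0.0801 became 0.0058 with random genes matched on mean expression, 0.0395 with all genes of at least 10 RPKM, 0.107 on log2(RPKM + 1) and 0.308 with each profile divided by its own maximum. From the low share of random sets below the prioritized genes in its own draw, the paper concludes that these 5 genes are not a random choice.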

## Discussion

Glioma is one of the most malignant primary brain cancers [39], and conventional therapeutics, including surgery, radiotherapy, and chemotherapy (e.g., using drug temozolomide), have resulted in only limited improvement of the median survival of glioma patients [40, 41]. Therefore, more effective drug targets or therapeutic strategies are required. Differentiation therapy using some agents that induce tumor cell differentiation [42], which is different from most chemotherapies that aim to kill cancer cells, has been proposed for the treatment of tumors. However, the molecular mechanisms underlying drug resistance in differentiation therapy remain unclear, which impedes the development and clinical effectiveness of this type of therapy [43, 44].

Elucidating the gene regulatory networks (GRNs) that distinguish the drug-resistant cellular state from the drug-sensitive cellular state is essentially important for gaining systems-level insights, improving our understanding of cancer drug resistance and ultimately developing more effective therapeutic strategies. Due to the development of high-throughput technologies (such as RNA-seq or reverse phase protein arrays (RPPA)), mathematical modeling and computational prediction play increasingly important roles in the study of cancer drug resistance [45, 46]. The present study employed time-course RNA-seq data to model and to characterize the dynamic gene regulatory networks underlying glioma resistance to differentiation therapy. Specifically, we proposed a dynamic network-based computational method to prioritize the key genes responsible for cancer drug resistance, which is conceptually innovative compared to the conventional differential expression method (e.g., DEseq2). In addition, our method is verified to be more accurate for inferring GRNs compared to the other methods. We applied our computational method to realistic RNA-seq dataset of gliomas, and several novel predictions were verified by the additional gene expression/cellular response data or the clinical data. Our study provides a principled approach to gain insights into dynamic adaptation and regulatory network mechanisms of cancer drug resistance, and sheds lights on designing new biomarkers or targets for predicting or overcoming drug resistance.

Our study led to several novel and interesting biological discoveries, which were verified by cell line or clinical data or supported by the literature, as described below.

First, we found that gene expression in the sensitive and resistant cells showed different temporal patterns in response to cAMP treatment (**Fig 2**). The temporally changing genes in the sensitive cells exhibited more monotone expression patterns, whereas the resistant cells showed more adaptive gene expression patterns. Moreover, the temporal patterns of the genes in the differential network were associated with drug sensitivity or resistance, which was verified by *in vitro* experimental data (**Fig 6**). In this sense, the temporal pattern could be used as a biomarker for predicting the sensitivity or resistance of different glioma cells to a drug used in differentiation therapy.

Second, the reconstructed sensitive network and resistant network were found to exhibit significantly differences with respect to network topology, local entropy and gene expression dynamics (**Fig 4**). We thus proposed a novel index to comprehensively measure node importance. Based on the node importance score, we developed a differential regulatory network-based biomarker model to identify the most influential genes in the differential network for predicting and controlling drug resistance. The clinical data verified the association of the identified genes (i.e., KIF2C, CCNA2, NDC80, KIF11, KIF23, ANLN, and CENPM) with the targeted therapy response and prognosis of glioma patients (**Fig 5**).

Third, the identified genes are all key regulators in cell cycle pathways that were revealed to play important roles in glioma differentiation and drug resistance (**Fig 3**). The roles of cell cycle have been implicated in drug resistance for more than two decades [47]. Furthermore, the cell cycle position of single cancer cells is related to the sensitivity to the chemotherapeutic drugs [48]. Previous experimental studies have demonstrated that changes in the expression of several cell cycle regulators were accompanied by cAMP-dependent differentiation in C6 glioma [49]. These experimental evidences supported our predictions that the cell cycle plays important roles in glioma differentiation and drug resistance during differentiation therapy. In addition, in our previous studies, we developed a mechanism-based mechanistic modeling approach for studying signaling networks underlying cancer drug resistance [50–53]. The cell cycle regulator cyclin D1 was mathematically revealed and experimentally validated to control glioma differentiation, which is consistent with the discovery in this study. It would be valuable to further test whether inhibiting cell cycle could induce glioma cell differentiation in the future work.

In future studies, we will use single-cell RNA-seq data to analyze the heterogeneity of tumor cells [54], and we will thus infer the pseudo-trajectory of glioma differentiation and construct the corresponding gene regulatory network using the approach developed in this study. Using this approach, we will compare the evolutionary trajectories of drug-sensitive and drug-resistant cells and analyze the difference between the two gene regulatory networks.

In summary, our study developed a time-course RNA-seq data-driven computational method to study the network mechanisms underlying cancer drug resistance. Several novel predictions derived from realistic biological data were verified by *in vitro* experimental or clinical data. The proposed approach provides a strategy to gain insights into the dynamic adaptation and regulatory network mechanisms of cancer drug resistance and sheds light on the design of novel biomarkers or targets for predicting or overcoming drug resistance.

## Supporting information

S1 Fig Differential sensitivities of DBTRG and LN18 cell lines in response to the treatment of dbcAMP. **(A-B)** Morphological changes of DBTRG and LN18 cell lines following the treatment of dbcAMP for 48 hr. DBTRG-05MG cells showed significant morphological change, while LN-18 cells did not. **(C-D)** Western blots of GFAP in DBTRG (C) and LN18 (D) cell lines, respectively, treated with dbcAMP. GFAP is a marker for glioma cell differentiation. (**E-F**) Quantification of GFAP activities in two cell lines, normalized to levels of tublin. GFAP increased significantly in DBTRG cell line, but not in LN-18 cell line, after treatment of dbcAMP for 48 hr. These data demonstrated that, induced by the treatment of cAMP activator, DBTRG-05MG cells differentiated to glio-like cells, while LN-18 cells did not.
(TIF)

S2 Fig Quantifying and comparing monotonic changes or adaptive changes of the TCGs in sensitive and resistant cells. (**A-B**) Illustration showing the definition of scores for monotonic response and adaptive response. (**C**) Comparison of monotonic responses of TCGs between the sensitive cells and the resistant cells. (**D**) Comparison of adaptive responses of TCGs between the sensitive cells and the resistant cells. One-tailed Wilcoxon rank sum test p-values were used to assess the statistical significance. These results indicated that the TCGs in the resistant cells tended to have higher adaptive response scores but lower monotonic response scores compared to the TCGs in the sensitive cells.
(TIF)

S3 FigIllustration and validation of the DryNetMC for network inference based on a simulated dataset.(**A**) A true network with typical motifs, such as positive and negative feedback loops and crosstalk. A system of ODEs, in the form of $\frac{{dx}_{i}}{dt}=\sum_{i=1}^{5}a_{ij}x_{j}+b_{i}$, (*i* = 1,2,…,5), was built to generate the original time course gene expression data. The interaction confidents (*a*_*ij*_) were given in (**B**) and the degradation rates (*b*_*ij*_) were set to -0.1. The original simulated data, the sampling data mimicking the experimental measurements (at 0, 6, 12, 24, 48 hr) and the Hermit interpolations were shown in (**C**), where a.u. denotes arbitrary units. (**D**) ROC curves comparing the accuracies of the DryNetMC with other methods with respect to predicting the occurrence of the true network edges. The methods used for comparison include PCC-based correlation network method (PCCNet), tree-based ensemble learning methods (GENIE3), the state-of-the-art ODE-LASSO method (OdeLasso), the method incorporating prior information (OdeLassoP) and a dynamic Bayesian network method (GRENITS). AUC of the DryNetMC (0.7937) is much greater than that of other methods.

S4 Fig Comparison of the network inference accuracy of DryNetMC with other methods based on 100 simulated datasets. 100 true networks were synthetically generated (see details in **S1 Text**). The methods used for comparison include PCC-based correlation network method (PCCNet), tree-based ensemble learning methods (GENIE3), ODE-LASSO method (OdeLasso), the ODE-LASSO method incorporating prior information (OdeLassoP) and a dynamic Bayesian network method (GRENITS). The DryNetMC significantly outperformed other methods. One-tailed Wilcoxon signed rank test p-values are 2.849101e-16 (for DryNetMC vs. PCCNet), 8.688378e-17 (for DryNetMC vs. GENIE3), 3.84935e-15 (for DryNetMC vs. GRENITS), 4.071108e-18 (for DryNetMC vs. OdeLasso) and 7.868774e-12 (for DryNetMC vs. OdeLassoP).
(TIF)

S5 Fig Parameter estimation and edge selection in the network models. (**A-B**) The frequency distribution of penalty weights in the LASSO regressions for sensitive network and resistant network, respectively. (**C-D**) The frequency distribution of mean cross-validation errors for sensitive network and resistant network, respectively. (**E-F**) Significant edge selection using BIC for sensitive network and resistant network, respectively. The minimal absolute values of edge strength (θ) was achieved around 0.01.
(TIF)

S6 Fig Edge number changes against the interaction strength.

S7 Fig qPCR validation of temporal expressions of 5 top ranked marker genes in both DBTRG and LN18 cell lines fallowing the treatment of dbcAMP for 48 hr. (**A, C, E, G, I**) DBTRG cell line. (**B, D, F, H, J**) LN-18 cell line. DBTRG cells (i.e., the sensitive cells) and LN-18 cells (i.e., the resistant cells) showed distinct temporal expression profiles of the identified genes (i.e., KIF2C, CCNA2, NDC80, KIF11, and KIF23). The expressions of these genes decreased dramatically in DBTRG cells after the dbcAMP treatment for 48 hr, while (adaptively) increased in LN-18 cells. Expression patterns were similar to what was found in the RNA-seq data. The raw data of the qPCR were provided in online supplementary file (Raw data of qPCR experiments.rar).
(TIF)

S8 Fig Temporal pattern similarity evaluated using Euclid distance or Manhattan distance. The distance from the tested cell line to the sensitive cell line or to the resistant cell line was evaluated based on the temporal pattern similarity of the DryNetMC-derived 5 genes (i.e., KIF2C, CCNA2, NDC80, KIF11, and KIF23) by using (**A**) Euclid distance or (**B**) Manhattan distance. RNA-seq data of U87MG cells was used to calculate its distance to sensitive DBTRG-05MG cells or resistant LN-18 cells, by calculating the pair-wised distance of the 5 genes. Boxplots show the significant difference in distance distributions. The statistical significance was assessed using one-tailed Wilcoxon signed rank test.
(TIF)

S9 Fig The distances between the tested cells and the sensitive or resistant cells evaluated based on the temporal expression patterns of 1000 sets of randomly selected 5 DEGs. RNA-seq data of U87MG cells was used to test its distance to sensitive DBTRG-05MG cells or resistant LN-18 cells, based on the expression pattern similarity of the selected genes evaluated using pair-wised DTW distance. Boxplot shows the mean distance to the resistant cells (green) and mean distance to the sensitive cells (purple), respectively. Two-sided Wilcoxon signed rank test p-value (0.9292) was used to assess the statistical significance of the difference in distance distributions.
(TIF)

S1 Data Raw data of qPCR experiments. (RAR)

S1 Table Measuring the importance of each node in the differential network. The first 4 columns list the gene names, hub score, entropy and adaptation score of each node. The following columns 5–7 list the rank of hub score, entropy and adaptation score for the corresponding nodes. The column 8 lists the scores of node importance, and the last column ranks each node accordingly.
(TIF)

S2 Table The annotation of genes in the differential network with their rankings. The symbol, description and ranking for each gene was listed.
(TIF)

S1 Text Supplementary computational methods. The file includes the following sections: RNA-seq data processing, Data interpolation, Construction of the initial correlation network, Validation and comparison of the DryNetMC with other methods, Identifying DryNB for predicting drug-resistance of glioma patients, Assessing the association of the DryNB genes with prognosis of glioma patients, Significance test of the prioritized genes, and Supplementary references.
(PDF)

S2 Text Supplementary experimental methods. The file includes the following sections: Cell culture and reagents, Western Blotting, qPCR and Morphological imaging.
(PDF)

# Supplementary material for: Differential regulatory network-based quantification and prioritization of key genes underlying cancer drug resistance based on time-course RNA-seq data
**Source:** PLoS Comput Biol. 2019 Nov 4;15(11):e1007435. doi: 10.1371/journal.pcbi.1007435
**Supplement:** S1 Text — The file includes the following sections: RNA-seq data processing, Data interpolation, Construction of the initial correlation network, Validation and comparison of the DryNetMC with other methods, Identifying DryNB for predicting drug-resistance of glioma patients, Assessing the association of the DryNB genes with prognosis of glioma patients, Significance test of the prioritized genes, and Supplementary references.

Supplementary Materials for

Differential regulatory network-based quantification and prioritization of key genes underlying cancer drug resistance based on time-course RNA-seq data

Jiajun Zhang^{1#}, Wenbo Zhu^{2#}, Qianliang Wang¹, Jiayu Gu², L. Frank Huang^{3,4*}, Xiaoqiang Sun^{5,1*}

Text S1 Supplementary computational methods

RNA-seq data processing

The raw reads were processed using a standard pipeline as follows: We firstly filtered the low quality tags and trimmed the raw reads to 90 nucleotides (nt) of length. Next we used TopHat [1] (<http://tophat.cbcb.umd.edu/>) to map the clean reads to the UBSC human genome browser database (UCSC) hg19 reference genome [2] (<http://genome.ucsc.edu/>). We then applied the HTSeq program [3] and DESeq package [4] to calculate the expression levels of transcripts and to perform differential expression analysis, respectively.

Data interpolation

Given that the total number of time points of RNA-seq data in practice is often relatively small, we sampled more data points of the TCG expression data using a Hermit polynomial interpolation method [5]. The piecewise cubic Hermit interpolation polynomial $x(t)$ was constructed to approximate the gene expression level $u_i (i=0, 1, \dots, K)$ on each subinterval $[T_i, T_{i+1}] (i=0, 1, \dots, K-1)$, such that $x(T_i)=u_i$ and $x'(T_i)=u'_i$, where u'_i is the specified value of changing rate of the original data at T_i .

The piecewise cubic Hermit interpolation polynomial $x(t)$ has the following form:

$$x(t) = \sum_{i=0}^K (u_i h_i(t) + u'_i H_i(t)) \quad (S1)$$

where $h_i(t)$ and $H_i(t)$ are interpolation cardinal functions and they have the follow formulas:

$$h_0(t) = \begin{cases} \left(1 + 2 \frac{t-T_0}{T_1-T_0}\right) \left(\frac{t-T_1}{T_0-T_1}\right)^2 & T_0 \leq t \leq T_1 \\ 0 & T_1 \leq t \leq T_K \end{cases} \quad (S2)$$

$$h_i(t) = \begin{cases} \left(1 + 2 \frac{t-T_0}{T_{i-1}-T_i}\right) \left(\frac{t-T_{i-1}}{T_i-T_{i-1}}\right)^2 & T_{i-1} \leq t \leq T_i \\ \left(1 + 2 \frac{t-T_0}{T_{i+1}-T_i}\right) \left(\frac{t-T_{i+1}}{T_i-T_{i+1}}\right)^2 & T_i \leq t \leq T_{i+1} \\ 0 & [T_0, T_K] \setminus [T_{i-1}, T_{i+1}] \end{cases} \quad (S3)$$

$$i = 1, 2, \dots, n-1$$

$$h_n(t) = \begin{cases} \left(1 + 2 \frac{t-T_K}{T_{K-1}-T_K}\right) \left(\frac{t-T_{K-1}}{T_K-T_{K-1}}\right)^2 & T_{K-1} \leq t \leq T_K \\ 0 & T_0 \leq t \leq T_{K-1} \end{cases} \quad (S4)$$

$$H_0(t) = \begin{cases} (t-T_0) \left(\frac{t-T_1}{T_0-T_1} \right)^2 & T_0 \leq t \leq T_1 \\ 0 & T_1 \leq t \leq T_K \end{cases} \quad (S5)$$

$$H_i(t) = \begin{cases} (t-T_i) \left(\frac{t-T_{i-1}}{T_i-T_{i-1}} \right)^2 & T_{i-1} \leq t \leq T_i \\ (t-T_i) \left(\frac{t-T_{i+1}}{T_i-T_{i+1}} \right)^2 & T_i \leq t \leq T_{i+1} \\ 0 & [T_0, T_K] \setminus [T_{i-1}, T_{i+1}] \end{cases} \quad (S6)$$

$i = 1, 2, \dots, n-1$

$$H_n(t) = \begin{cases} (t-T_K) \left(\frac{t-T_{K-1}}{T_K-T_{K-1}} \right)^2 & T_{K-1} \leq t \leq T_K \\ 0 & T_0 \leq t \leq T_{K-1} \end{cases} \quad (S7)$$

The piecewise cubic Hermit interpolation used here preserves the monotonicity, local extremum and nonnegativity of the expression data. We noted that other interpolation methods, such as polynomial spline or cubic spline, might result in unrealistic negative interpolated values and unexpected variations in gene expression.

We then uniformly took n (for example, $n=48$ or 100) data points from $x(t)$, denoting them as $x(t_1), x(t_2), \dots, x(t_n)$. Below we show that the data interpolation in the DryNetMC improves the network inference accuracy.

Construction of the initial correlation network

Prior knowledge of functional interactions among the selected TCGs was used to construct an initial gene network. Specifically, an initial gene network of the TCGs was built using the STRING database [6-8] (<https://string-db.org/>), which integrates known and predicted functional associations between proteins/genes derived from genomic context, high-throughput experiments, conserved coexpression studies, the published literature or previous knowledge. In this study, a 'high' confidence level (0.7) in the database was set for the construction of the initial network. The network connection information, including direct physical interactions and indirect functional associations, was extracted and represented as a graph $G(V, E)$.

We then calculated the Pearson correlation coefficient (PCC) between each pair of nodes in the above graph using the time-course gene expression data generated from the RNA-seq transcriptome. Correlation networks were built for both sensitive cells and resistant cells. An edge in $G(V, E)$ was selected as a significant correlation edge if the p -value of the correlation was less than 0.05, and the other edges were considered non-significant correlations and deleted from $G(V, E)$.

We defined $e_{ij} = H_1(C_{ij}) H_2(P_{ij})$ to represent the edge in $G(V, E)$ between gene i and gene j with

the prior association confidence level C_{ij} and the correlation p-value P_{ij} . $H_1(\bullet)$ and $H_2(\bullet)$ are Heaviside functions such that the significant edges in $G(V, E)$ were selected. In this study, we defined $H_1(C_{ij})=1$ if $C_{ij} \geq 0.7$; otherwise, $H_1(C_{ij})=0$. In addition, $H_2(P_{ij})=1$ if $P_{ij} \leq 0.05$; otherwise, $H_2(P_{ij})=0$. Note that $e_{ii}=0$ for any i .

Validation and comparison of the DryNetMC with other methods

To assess the effectiveness and accuracy of our developed dynamic modeling method, we synthesized a GRN that was composed with 5 nodes and structured with typical motifs, such as positive and negative feedback loops and crosstalk (**Fig S3A**).

The following ODEs were built to generate the original time course gene expression data,

$$\frac{dx_i}{dt} = \sum_{j=1}^5 a_{ij}x_j + b_i, \quad (i=1, 2, \dots, 5). \quad (\text{S8})$$

The interaction confidents (a_{ij}) were given in (**Fig S3B**) and the degradation rates (b_{ij}) were set to -0.1. The initial values of the above ODEs were set as random numbers subject to the uniform distribution on $[0, 1]$. By numerically solve the above ODEs we obtain a set of time series data, referred as the original simulated data (**Fig S3C**). Then we sampled data at 0, 6, 12, 24 and 48 hr to mimic the experimental measurements (as in our RNA-seq data). Based on the sampled data, we evaluated whether the dynamic modeling method in the DryNetMC can reconstruct the gene interaction edges in the true network.

Under the assumption that the gene expression trajectory is temporally continuous and piece-wisely monotone on each sampled time interval, the piecewise cubic Hermit interpolations were used to approximate the temporal gene expression profiles at more time points within 0 to 48 hr with interval of 1 hr (**Fig S3C**). The Hermit interpolations approximated well to the original data. The prior knowledge of the network was also assumed by randomly adding a set of additional edges to the true network.

We used the dynamic modeling method approach proposed in the DryNetMC (Figure 1 in the main text) to infer the network. The edge strength (i.e., the absolute value of the estimated interaction coefficient) was used as a score to predict the occurrence of an edge. True positive rate (TPR) and false positive rate (FPR) are defined by Equations (S9) and (S10) respectively:

$$TPR = \frac{TP}{TP + FN} \quad (\text{S9})$$

$$FPR = \frac{FP}{FP + TN} \quad (\text{S10})$$

where TP, FP, TN and FN are the numbers of true positives, false positives, true negatives and false negatives, respectively. TPR and FPR were used to plot the receiver operating characteristic (ROC) curves and the area under ROC curve (AUC) is calculated.

We also compared the DryNetMC with several state-of-the-art methods used for inferring GRNs, including PCC-based correlation network method (PCCNet) [9], tree-based ensemble learning methods (GENIE3 [10]), Bayesian network or dynamic Bayesian network methods (such as GRENITS (i.e., Gene Regulatory Network Inference Using Time Series) [11]), the ODE-LASSO method (OdeLasso) and the ODE modeling method incorporating prior network

information (OdeLassoP) [12, 13]. For the PCCNet method, the absolute value of the correlation coefficient of each pair of genes was used as a score to predict the occurrence of an edge. The correlation coefficient was set to 0 if the corresponding p-value is not less than 0.05. For the GENIE3, the default parameters and setting were used. For the GRENITS, the latest version of “GRENITS” package (1.34.0) was employed. We implemented “LinearNet” function in the package to infer the GRN, since the simulated gene expression data were generated from a linear ODEs model. The default parameters and setting were used. The inferred probability for each interaction was used as a score to predict the presence of an edge. For the OdeLasso, the similar procedures of ODE modeling and LASSO regression were performed as in the DryNetMC but without data interpolation and prior information incorporation. For the OdeLassoP, the prior network information was incorporated into OdeLasso method during network inference. The ROC curves and the AUC values were employed for comparing these methods. (**Fig S3D**).

Moreover, we compared the performance of the DryNetMC with the other methods based on more datasets. We synthetically generated 100 networks by randomly perturbing the above interaction confident matrix $A=(a_{ij})_{5 \times 5}$ (listed in Fig S3B) for 100 times. For each time, we randomly selected one element in A and changed its value to be a random number sampled from a uniform distribution on $[-0.1, 0.1]$. The initial values of the systems (S8) used for simulating gene expression dynamics data were also randomly sampled from a uniform distribution on $[0, 1]$. By numerically solving the ODEs we obtain 100 sets of time-course gene expression data, referred as the original simulated data. Then we sampled data at 0, 6, 12, 24 and 48 hr to mimic the experimental measurements (as in the RNA-seq data). Based on the 100 sets of sampled data, we compared the performance of the related methods with respect to reconstructing the gene interaction edges in the true network. The AUC values for the DryNetMC and the other methods (i.e., PCCNet, GENIE3, GRENITS, OdeLasso and OdeLassoP) were calculated using all the 100 datasets for comparison (**Fig S4**). One-tailed Wilcoxon signed rank test p-values were used to assess the statistical significance of the difference between the AUC of the DryNetMC and that of the other methods.

Identifying DryNB for predicting drug-resistance of glioma patients

The differential network captures the robust topological difference between the sensitive network and resistant networks. Therefore, the differential network reflects the potential change in the gene regulations during the acquisition and development of drug resistance. The genes in the differential network should play important roles in promoting tumor growth even under the drug treatment condition. We hypothesized that the genes in the differential network are associated with the survival outcome of glioma patients who received targeted therapeutics. Therefore, we developed a differential regulatory network-based biomarker (DryNB) identification model to identify drug-resistance biomarker for glioma patients.

We collected the clinical information and RNA-seq gene expression data of glioma patients from TCGA database (<https://cancergenome.nih.gov/>). By matching both patient sample IDs and gene names from the clinical information and the gene expression data, a dataset ($n=289$) of glioma patients who received target therapy was prepared. The 3-year survival statuses (alive or dead) were defined as the outcome (sensitive or resistant) of targeted drug treatment.

Let $y_i=0$ or 1 denote the binary response outcome of the i -th sample of n individuals. Denote $p_i = \Pr(y_i=1)$, $i=1, \dots, n$. $x_i = (x_{i1}, x_{i2}, \dots, x_{iL})^T$ represents the expression levels of genes in the differential regulatory network for the i -th patient. The relationship of y_i with x_i was modeled through a logistic regression model as follows:

$$\text{logit}(p_i) = \log\left(\frac{\Pr(y_i=1)}{1-\Pr(y_i=1)}\right) = \beta_0 + \sum_{j=1}^L \beta_j x_{ij}. \quad (\text{S11})$$

where β_0 and β_j are the intercept and regression coefficient, respectively. Denote $\beta = (\beta_0, \beta_1, \dots, \beta_L)$ and re-write $x_i = (1, x_{i1}, x_{i2}, \dots, x_{iL})^T$, then the above logistic model can be formulated as $\text{logit}(p_i) = x_i^T \beta$.

We employed the following differential regulatory network-based weighted LASSO method to estimate the above parameters:

$$\beta^* = \arg \min \left(\sum_{i=1}^n \log(1 + \exp(x_i^T \beta) - y_i(x_i^T \beta)) + \lambda \|\omega \cdot \beta\|_{L^1} \right), \quad (\text{S12})$$

where λ is the tuning parameter and ω is the weight vector measured by the ranking of the importance score (Equation (11) in the main text).

The genes corresponding to non-zero components in the estimated β^* at the optimal tuning parameter were selected as DryNB. The selected genes were $\hat{X} = (\text{KIF2C}, \text{CCNA2}, \text{NDC80}, \text{KIF11}, \text{KIF23}, \text{ANLN}, \text{and CENPM})$, and the corresponding coefficients were $\hat{\beta} = (0.43219482, 0.61440130, 0.43219482, -1.09116226, 0.46333400, 0.06288534, -0.26516920)$. Therefore, the following drug-sensitivity score was formulated based on the expression levels of the DryNB genes: $S = \frac{e^{\hat{X} \cdot \hat{\beta}}}{1 + e^{\hat{X} \cdot \hat{\beta}}}$.

The performance of the DryNB for predicting the response of glioma patient to the targeted therapies was assessed with the area under the curve (AUC) of ROC. The TCGA samples of glioma patients were randomly divided into the training and test sub-datasets with several different sample ratios (50%, 60%, 70% and 80%) to the total sample number ($n=289$). The sample division at each ratio was repeated 100 times. The AUCs of ROC of the two methods were computed for both the training dataset and the test dataset.

Assessing the association of the DryNB genes with prognosis of glioma patients

The Cox PH model [14] was used to compute the risk scores for patients in the TCGA dataset based on the expression levels of the above 7 DryNB genes. The classification of patients into the high-risk and low-risk groups was based on the optimal cutoff value using the ROC method. The statistical significance of the difference between the Kaplan–Meier (K-M) curves for patients in two groups was assessed using the two-sided log-rank test.

Significance test of the prioritized genes

To test the statistical significance of the top 5 genes prioritized by the DryNetMC (i.e., KIF2C,

CCNA2, NDC80, KIF11 and KIF23), we used a bootstrapping method. The null hypothesis was that the DryNetMC-prioritized 5 genes were randomly selected. Define the statistics $S = D_S - D_R$, where D_S was the distance from the tested cells to the sensitive cells, and D_R was the distance from the tested cells to the resistant cells. The above distance was measured by the temporal pattern similarity of the selected genes. So $S_{obs} = d_S - d_R$, where d_S denotes the distance between the tested cells and the sensitive cells, and d_R the distance between the tested cells and the resistant cells, both evaluated by the DryNetMC-prioritized genes. We then randomly picked 5 DEGs (analyzed using DEseq2) and used them as biomarker to evaluate the distance from the tested cells to the sensitive cells ($\widetilde{D}_S$) or to the resistant cells ($\widetilde{D}_R$). So $S_{rand} = \widetilde{D}_S - \widetilde{D}_R$. This process was repeated for a large number of times (such as 1000 times). We then estimated the probability of $S_{rand} < S_{obs}$. If the probability $P(S_{rand} < S_{obs}) < 0.05$, then the null hypothesis was rejected, indicating non-randomness of the DryNetMC-prioritized 5 genes.

Supplementary references

1. Trapnell C, Pachter L, Salzberg SL. TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics*. 2009;25(9):1105-11.
2. International Human Genome Sequencing C. Initial sequencing and analysis of the human genome. *Nature*. 2001;409:860.
3. Anders S, Pyl PT, Huber W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics*. 2015;31(2):166-9.
4. Anders S, Huber W. Differential expression analysis for sequence count data. *Genome Biology*. 2010;11(10):R106.
5. Dougherty RL, Edelman AS, Hyman JM. Nonnegativity-, monotonicity-, or convexity-preserving cubic and quintic Hermite interpolation. *Mathematics of Computation*. 1989;52(186):471-94.
6. Von MC, Huynen M, Jaeggi D, Schmidt S, Bork P, Snel B. STRING: a database of predicted functional associations between proteins. *Nucleic Acids Research*. 2003;31(1):258.
7. Szklarczyk D, Franceschini A, Kuhn M, Simonovic M, Roth A, Minguéz P, et al. The STRING database in 2011: functional interaction networks of proteins, globally integrated and scored. *Nucleic Acids Research*. 2011;39(Database issue):561-8.
8. Szklarczyk D, Morris JH, Cook H, Kuhn M, Wyder S, Simonovic M, et al. The STRING database in 2017: quality-controlled protein–protein association networks, made broadly accessible. *Nucleic Acids Research*. 2017;45(Database issue):D362-D8.
9. Liu B-H. Differential Coexpression Network Analysis for Gene Expression Data. In: Huang T, editor. *Computational Systems Biology: Methods and Protocols*. New York, NY: Springer New York; 2018. p. 155-65.
10. Huynh-Thu VA, Irrthum A, Wehenkel L, Geurts P. Inferring Regulatory Networks from Expression Data Using Tree-Based Methods. *PLOS ONE*. 2010;5(9):e12776.
11. Morrissey E. GRENITS: Gene Regulatory Network Inference Using Time Series. R package version 1.34.0. 2018.
12. Christley S, Nie Q, Xie X. Incorporating Existing Network Information into Gene Network Inference. *PLOS ONE*. 2009;4(8):e6799.

13. Zheng Z, Christley S, Chiu WT, Blitz IL, Xie X, Cho KW, et al. Inference of the *Xenopus tropicalis* embryonic regulatory network and spatial gene expression patterns. *BMC Systems Biology*. 2014;8(1):3.
14. Cox DRJJotRSS. Regression models and life-tables. 1972;34(2):187-220.

# Supplementary material for: Differential regulatory network-based quantification and prioritization of key genes underlying cancer drug resistance based on time-course RNA-seq data
**Source:** PLoS Comput Biol. 2019 Nov 4;15(11):e1007435. doi: 10.1371/journal.pcbi.1007435
**Supplement:** S2 Text — The file includes the following sections: Cell culture and reagents, Western Blotting, qPCR and Morphological imaging.

Supplementary Materials for

Differential regulatory network-based quantification and prioritization of key genes underlying cancer drug resistance based on time-course RNA-seq data

Jiajun Zhang^{1#}, Wenbo Zhu^{2#}, Qianliang Wang¹, Jiayu Gu², L. Frank Huang^{3,4*}, Xiaoqiang Sun^{5,1*}

Text S2 Supplementary experimental methods

Cell culture and reagents

The cell lines including DBTRG-05MG, U87MG, and LN-18 were purchased from the American Type Culture Collection. DBTRG-05MG, U87MG, and LN-18 cells were respectively maintained at 37°C under 5% CO₂ in RPMI1640, MEM or DMEM supplemented with 10% fetal bovine serum (Gibco) and penicillin/streptomycin. dbcAMP (100 mM, dissolved in double distilled water [ddH₂O], Sigma-Aldrich) was used as a reagent in this study.

Western Blotting

Cells were lysed using M-PER mammalian protein extraction reagent (Thermo Scientific), followed by SDS-PAGE. After being electroblotted onto a polyvinylidene fluoride membrane (Roche), GFAP protein was detected with corresponding antibodies: human GFAP (GB11096, Wuhan Servicebio Technology CO.,LTD) and human α -Tubulin (Arigo).

qPCR

Total RNA was extracted using TRIzol (Life Technologies) reagent and reverse-transcribed to cDNA using oligo(dT). Specific gene expression was quantified with SuperReal PreMix SYBR Green (Geneseed Biotech Co.,Ltd.) using an Applied Biosystems 7500 fast real-time PCR system (Life Technologies, Applied Biosystems). The following amplification primers (Sangon Biotech (Shanghai) Co.,Ltd.) were used (50 to 30):

CCNA2 (Forward, TACTTTCTGCATCAGCAGCCT; Reverse, AGCTTTGTCCCGTGACTGTG),

KIF11 (Forward, CAACAGGTACGACACCACAGA; Reverse, AGCATCATTAACAGCTCAGGCT),

KIF23 (Forward, TTCTCCATCACCTGTGCCTC; Reverse, GCTGCTGCAAGAGTTAGAGC),

NDC80 (Forward, GCAGAGTATCACAAATTGGCTAGA; Reverse, TTTGACAAGGCAGTTGGCAC),

KIF2C (Forward, GGACTTGCATGATTGCCACG; Reverse TCAGCTCCTTGACCCTGTCT).

Morphological imaging

Cells were treated with 1 mM dbcAMP for indicated times, and then were imaged under a microscope (Nikon ECLIPSE Ti-U).

How the deposited data were processed for this re-analysis (not part of the article)

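RNA from 3 human glioblastoma cell lines, DBTRG-05MG (sensitive), LN-18 (resistant) and U87MG (tested), was sequenced at 0, 6, 12, 24 and 48 hr after dbcAMP, 1 library per line and time and 15 in all. The values are RPKM as deposited by the authors, 1 table of 20379 genes. The submitters' processing notes name HISAT, Bowtie2, RSEM and hg38, and the paper's supplement names TopHat and HTSeq. Versions of these tools are not given in the sources used here. Raw reads were not used here. The authors' comparisons with DESeq2 were not repeated, since the libraries have no replicates.

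The value 0.002, which the table writes in place of 0, was set to 0 and described as listed at 0 (for DTW distances it was kept as deposited). Reads were recovered from the RPKM of each gene as whole multiples of the value of 1 read, and libraries held 8870810 to 10365683 reads, with a median of 9768605. Whether these are reads or fragments cannot be told from the values. The ratio of the implied gene length to the longest annotated transcript had a median of 0.992. Intervals of folds and shares are exact binomial intervals at 95%, and those of list medians are order-statistic intervals over genes. Intervals of shares cover the number of genes only, and genes are not independent replicates.

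TCGs followed the paper's criteria, a highest value of at least 10 and a fold change of at least 5 between any 2 times. Genes at least 2-fold higher or lower were counted on log2(RPKM + 1), among genes with a highest value in the line of at least 10. Adaptive and monotonic profiles were defined for this purpose, since the paper's text gives no formula for its scores. PCA and Euclidean distances used log2(RPKM + 1) of all genes in each line. Relative responses and adaptation scores followed Eq 9 and Eq 10, and local entropy Eq 7.

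Gene lists numbered 24: genes of the G2 and M phases, S phase, mitotic kinesins, kinetochore and centromere, cyclins D and E and CDK inhibitors, cAMP/CREB targets, cytokines and chemokines, YAP/TAZ targets, cholesterol synthesis, extracellular matrix, unfolded protein and integrated stress response, p53 targets, interferon response, hypoxia and glycolysis, replication-dependent histones, mitochondrially encoded genes, and markers of astrocytes, neural progenitors, neurons, oligodendrocytes, immune cells, endothelial cells, epithelial cells and erythroid cells. Each list median at 48 hr was placed among 10000 random lists drawn from 20 bins of mean expression.

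The network was refitted to 40 cell cycle TCGs, all of them TCGs of the sensitive cells, with profiles divided by their maximum. DTW distances gave every step of the alignment the same weight. Random sets of 5 genes numbered 10000. The named genes are those the paper names, the 10 largest changes in each direction and line among genes with a highest value of at least 10 and a change of at least 2-fold the same way at 24 hr, up to 4 members of each list and line with the largest change, and the 5 largest differences between LN-18 and DBTRG-05MG in each direction. Other genes are named as members of the lists or as examples chosen after their values were seen.

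The lists, the rule for named genes, the definitions of profiles, the main settings and 99 alternatives were set before the data were examined. Later choices were the grouping of small RNA genes, the removal of single libraries for the TCG counts, median-ratio scaling for the counts of changed genes, the weight of 2 for diagonal steps in DTW and the mean of the 5 times as denominator of the response.

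The steps were tested on simulated data with the reads of DBTRG-05MG. Of 50 genes changed 3-fold, 50 were called at least 2-fold and 0 were called TCGs, and at 6-fold and 10-fold 50 of 50 were called TCGs. Of 6087 unchanged genes, 8 were called at least 2-fold (0.131%). Simulated reads were recovered exactly for 2869 of 3000 genes (95.6%). Of lists of 25 unchanged genes, 1% lay outside the 2.5 to 97.5 percentiles.

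The code used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and glmnet 4.1.10, and gene positions came from GENCODE release 44 mapped to GRCh37. Clinical data, qPCR, cell morphology, STRING and the paper's simulated networks were not used here.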

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

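The tests on PDE4B, PDE4D and NR4A1 were chosen after the result was seen, and the predictions of the other tests were written before. Some of these use median-ratio scaling or the grouping of small RNA genes, which were chosen after the data were seen. Each difference between DBTRG-05MG and LN-18 listed here is one of opposite direction at 48 hr between single libraries and was not tested.

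Targets of cAMP and CREB had a median log2 change of 0.95 in DBTRG-05MG and -0.61 in LN-18. PDE4B had 2.06 and -2.07, and DUSP1 2.61 and -1.89. STC1, a secreted hormone, had 3.32 and -1.27, and KYNU 2.01 and -3.11. FOSL1, a subunit of AP-1, went the other way, with -2.20 in DBTRG-05MG and 1.21 in LN-18. PLA2G2A had 3.03 and -2.82, but in DBTRG-05MG it was listed at 0 at 0, 12 and 24 hr. S phase genes had medians of -1.55 in DBTRG-05MG and 0.14 in LN-18, and replication-dependent histones, whose RNA lacks poly(A), 0.90 and -0.37.

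In U87MG, cytokines and chemokines, genes that the paper does not discuss, had a median log2 change of 0.60 at 48 hr, above every matched random list. Whether medium or growth in culture contributes was not tested, since untreated cultures were not analysed here.

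LN-18 had fewer genes at least 2-fold from 0 hr at 48 hr than DBTRG-05MG, 120 against 794, a ratio of 6.62. With all libraries thinned to the same number of reads the ratio was 6.32 (5.98 to 6.69 over 20 draws), and with median-ratio scaling 6.24, which argues against read depth and scaling as its source. Reads redrawn without any change gave 0.693% of the genes seen in DBTRG-05MG (0.378 to 1.26), which argues against counting noise. A smaller lasting response of LN-18 to dbcAMP is a hypothesis that may account for it, and time in culture stays open.

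PDE4B, PDE4D and NR4A1, targets of cAMP signalling, were lower at 48 hr than at 0 hr in LN-18. Their median log2 change from 24 to 48 hr was -1.48 there, so that a 0 hr library that stands apart does not account for it. Their median change from 0 to 48 hr in DBTRG-05MG was 1.43, so they still stood above their starting level there. From 24 to 48 hr they fell there too, PDE4B from 16.63 to 11.75 RPKM, PDE4D from 12.25 to 8.22 and NR4A1 from 11.76 to 5.34. PDE4B had also been flagged for its opposite directions in the 2 lines. The test therefore cannot decide whether dbcAMP was used up in every culture. No biological explanation was tested. In LN-18 PDE4B was 10.04, 9.13, 8.01, 9.075 and 1.63 RPKM at the 5 times, and PDE4D was 4.21, 3.43, 3.16, 4.11 and 1.18. Neither stood above its 0 hr level there, whereas NR4A1 did (12.17 at 0 hr, 22.81 at 6 hr and 15.09 at 12 hr). A loss of dbcAMP, in the LN-18 culture alone or in every culture, stays open only if it took these genes below their 0 hr level. A 48 hr library of LN-18 that stands apart also stays open.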

How the results depend on the processing

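All 99 alternatives set beforehand were run. Some cover each of the 3 lines, which gives 135 values, of which 71 stayed within the range that counts as the same and 64 moved. With the alternatives chosen after seeing the data, 88 of 158 stayed and 70 moved. Counts stayed the same within 1.5 times of the main value, and shares and medians within its 95% interval. Distances and mean degrees have no interval and had to be equal to 3 significant digits. A move can therefore be small, as for the distance ratio of the resistant cells, from 0.6862 to 0.6875 with upper-quartile scaling. No G2/M or S phase median changed sign. Counts and shares have no sign, but some comparisons between counts turned. The TCGs were fewer in the sensitive than in the resistant cells with a fold of 10 and without the 48 hr library, U87MG had more higher than lower genes under both scalings, and DBTRG-05MG had more higher (251) than lower genes at 24 hr. Where no reason is given by the construction of an alternative, the cause was not tested.

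The number of TCGs followed its thresholds. In the sensitive cells, in the resistant cells and in either, it was 284, 194 and 445 with a minimum of 5, 95, 59 and 146 with a minimum of 20, 524, 316 and 798 with a fold of 3, and 33, 34 and 65 with a fold of 10. A pseudocount of 1 before the ratio gave 105 in the sensitive cells. Without the 48 hr library, chosen after seeing the data, 51 and 58 genes met the criteria in the sensitive and resistant cells.

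The adaptive share of sensitive-cell TCGs was 7.19% on log2(RPKM + 1), 24.2% over TCGs of either line, 22.2% with a return of 30% and 9.58% without the 12 hr library. That of the resistant cells stayed between 52.4% and 68.9% under all 8 alternatives.

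The distance from 0 hr at 48 hr over the largest distance was 0.869 in the sensitive and 0.475 in the resistant cells on linear values. On that scale 48 hr was thus not the farthest time of the sensitive cells. In the resistant cells it was 0.795 with a pseudocount of 0.1, 0.675 for genes with a maximum of at least 1, 0.630 for at least 10, 0.698 in the first 3 components and 0.6875 with upper-quartile scaling.

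With a minimum of 1, and with no filter, 688 genes were at least 2-fold higher at 48 hr in DBTRG-05MG, 118 in LN-18 and 319 in U87MG, and 707, 299 and 585 lower, since more genes were counted. At 24 hr 122 genes were lower in DBTRG-05MG. In U87MG upper-quartile scaling gave 280 higher and 164 lower genes, and median-ratio scaling, chosen after seeing the data, 271 and 169.

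At 24 hr the G2/M medians were -0.17 in DBTRG-05MG, 0.19 in LN-18 and -0.58 in U87MG, and the S phase medians -0.73, 0.51 and -0.34. A pseudocount of 0.1 gave S phase medians of -1.81 in DBTRG-05MG and -1.28 in U87MG.

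The share of random sets below the prioritized 5 genes was 0.0058 with genes matched on mean expression, 0.0395 with all genes of at least 10, 0.308 with profiles divided by their own maximum, 0.107 on log2(RPKM + 1) and 0.110 with diagonal steps weighted 2, the last chosen after seeing the data. The number of the 5 genes nearer to the sensitive cells was 4 or 5 under all 6 alternatives.

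The median response of the sensitive cells was 0.715 over all members of the cell cycle lists, 0.334 at 24 hr and 0.998 with the mean of the 5 times as denominator, chosen after seeing the data. That of the resistant cells was 0.263 at 24 hr.

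The mean degree was 25.45 and 12.6 in the sensitive and resistant networks at an edge threshold of 0.005, 21.6 and 11.35 at 0.02, 23 and 10.2 with hourly interpolation, and 27.9 and 24.9 with all pairs as candidates. The median entropy with all pairs was 3.107 and 3.105. The share of resistant-network edges in the sensitive network stayed between 26.4% and 33.9%.

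Depth limits the small RNA genes, whose TCGs had a median of 13 reads in their highest library.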

Differences from the paper's values

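The paper's probability that random sets lie below its prioritized 5 genes is 0.025, and the value here was 0.0801, with TCGs in place of its DEseq2 genes. None of the alternatives set before the data were examined (0.0058, 0.0395, 0.308 and 0.107) came within 1.5 times of it, nor did diagonal steps weighted 2 (0.110), chosen after seeing the values.

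The paper's relative response of the sensitive cells is about 1.2 in Fig. 4E, read by eye, and the value here was 0.796, over 40 cell cycle TCGs in place of the genes of its differential network. All 40 were lower at 48 hr, and Eq 9 cannot exceed 1 in size for such genes. None of the alternatives set before the data were examined (0.715, 0.334 and 0.792) came within 1.5 times of it. With the mean of the 5 times as denominator, chosen after seeing the values, it was 0.998, which is within 1.5 times.

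The paper's median local entropy of the resistant cells is about 4.7 in Fig. 4D, read by eye, and the value here was 2.05, in a network without STRING over other genes. None of the alternatives set before the data were examined (2.05, 2.05, 1.95 and 3.11) came within 1.5 times of it.

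The paper's difference of the mean DTW distances is about -200 in Fig. 7C, read by eye, and the value here was -129.7. The paper's highest distance of the DEseq2 genes to the sensitive cells is about 15000 in Fig. 7A, read by eye, and the value here was 8590, for SPP1. No alternative was set for these before the data were examined. With diagonal steps weighted 2, chosen after seeing the values, they were -200.5 and 14581.

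The paper states that node degree and local entropy were higher in the resistant network. In the refitted networks the mean degree was 23.8 in the sensitive and 12 in the resistant network, and the median entropy 2.85 and 2.05, while loops of 2 nodes numbered 22.5 and 32.1 per 100 edges, higher in the resistant network as the paper states. With all pairs as candidate edges the loops numbered 17.4 and 17.3 per 100 edges, the mean degrees were 27.9 and 24.9 and both median entropies 3.11. All 40 genes were TCGs of the sensitive cells, and candidate edges had to pass a correlation filter in the main setting. The contrast in degree and entropy may follow from these choices and cannot decide against the paper's statement.

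The paper states that most TCGs in the sensitive cells were monotonic. By the definition used here 32.9% were monotonic and 15.0% adaptive, and 71.9% had their largest departure from 0 hr at 48 hr.

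The paper states that a more adaptive response in the resistant cells gives a high adaptation score. By Eq 10 the 40 cell cycle TCGs, whose responses were smaller in the resistant cells, had a median score of -0.0753.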

Other observations

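Genes of the unfolded protein and integrated stress response were higher at 48 hr in the sensitive cells, with 11 of 16 at least 2-fold higher and a median log2 change of 1.45 (percentile 100). TRIB3, a pseudokinase of this response, was 4.41-fold higher, DDIT3, its transcription factor, 4.32-fold higher, and ATF3 4.68-fold higher. In LN-18 the list had medians of 1.07 at 12 hr and -0.02 at 48 hr, and in U87MG 0.37 at 48 hr (0.58 under upper-quartile scaling). YAP/TAZ targets had a median of -0.49 in DBTRG-05MG (8 of 22 at least 2-fold lower), -0.03 in LN-18 and -0.17 in U87MG, the last -0.00 under upper-quartile scaling. Genes of hypoxia and glycolysis had -0.48 in DBTRG-05MG, 0.08 in LN-18 and -0.19 in U87MG, the last 0 under upper-quartile scaling, and had been at 1.15 in U87MG at 12 hr.

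GFAP, the astrocyte filament, was at most 0.508 RPKM in every library. This is RNA, whereas the paper reports by Western blot that GFAP protein rose by 48 hr in DBTRG-05MG and not in LN-18. Other astrocyte markers were expressed, and of 14 measured 10 reached 10 RPKM in DBTRG-05MG, 8 in LN-18 and 7 in U87MG. Their median log2 changes at 48 hr were -0.24 in DBTRG-05MG, -0.23 in LN-18 and 0.13 in U87MG, the last 0.25 under upper-quartile scaling. CCND1, cyclin D1, was 2.24-fold lower at 48 hr in DBTRG-05MG and 2.33-fold lower in U87MG, and 122.6 and 117 at 0 and 48 hr in LN-18. Cyclins D and E and CDK inhibitors had medians of -0.46 in DBTRG-05MG, 0.01 in LN-18, where upper-quartile scaling turned it to -0.01, and 0.01 in U87MG (0.06 under that scaling). INSIG1, a regulator of sterol synthesis, was 5.86-fold higher in U87MG, and cholesterol synthesis had medians of 0.05, 0.21 and 0.29 in DBTRG-05MG, LN-18 and U87MG, the last 0.50 under upper-quartile scaling.

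In the same order of lines, the medians at 48 hr were -0.21, 0.10 and 0.25 for extracellular matrix, 0.30, -0.03 and -0.32 for p53 targets and 0.33, 0.30 and 0.12 for epithelial markers. Under upper-quartile scaling the U87MG medians of these 3 lists were 0.39, -0.13 and 0.20. Interferon response had 0.36, -0.03 and -0.05, and replication-dependent histones -0.01 in U87MG; there the first was 0 and the second 0.15 under upper-quartile scaling. Neural progenitor markers had -0.13, -0.06 and -0.03. Neuronal markers had 0.02, -0.05 and -0.02, and the sign changed with the scaling in DBTRG-05MG and U87MG. Few members of other lists were measured. Oligodendrocyte markers (2) had -0.47, 0.11 and -0.16 and immune cell markers (3) -0.04, -0.11 and 0.00, and both changed sign with scaling in U87MG. Endothelial markers (2) had -0.11, -0.21 and -0.35. Erythroid markers (2) had -1.19 in LN-18, at no more than 4.26 RPKM, and were listed at 0 in the other lines. Of the 12 mitochondrially encoded genes, 0 were in the table. In U87MG mitotic kinesins had -1.26 and kinetochore and centromere genes -1.10.

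Small RNA genes made up 52 TCGs over the 3 lines. Reads redrawn without any change gave 13 small RNA TCGs, a number that is 25% of the number observed (13.5 to 32.7 over 20 draws). Counting noise at few reads may account for a part of them, and what makes the rest was not tested.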
